# Loss of IRF7 accelerates acute myeloid leukemia progression and induces VCAM1-VLA-4 mediated intracerebral invasion

**DOI:** 10.1038/s41388-022-02233-w

**Published:** 2022-03-07

**Authors:** Hao Wang, Dongyue Zhang, Xiaoxi Cui, Yibo Dai, Chenchen Wang, Wenli Feng, Xiaoqian Lv, Yifei Li, Lina Wang, Yongxin Ru, Yingchi Zhang, Qian Ren, Guoguang Zheng

**Keywords:** Cancer models, Cancer stem cells, CNS cancer, Acute myeloid leukaemia

## Abstract

Interferon regulatory factor 7 (IRF7) is widely studied in inflammatory models. Its effects on malignant progression have been documented mainly from the perspective of the microenvironment. However, its role in leukemia has not been established. Here we used MLL-AF9-induced acute myeloid leukemia (AML) mouse models with IRF7 knockout or overexpression and xenograft mouse models to explore the intrinsic effects of IRF7 in AML. AML-IRF7^−/−^ mice exhibited accelerated disease progression with intracerebral invasion of AML cells. AML-IRF7^−/−^ cells showed increased proliferation and elevated leukemia stem cell (LSC) levels. Overexpression of IRF7 in AML cells decreased cell proliferation and LSC levels. Furthermore, overexpression of transforming growth-interacting factor 1 (TGIF1) rescued the enhanced proliferation and high LSC levels caused by IRF7 deficiency. Moreover, upregulation of vascular cell adhesion molecule 1 (VCAM1), which correlated with high LSC levels, was detected in AML-IRF7^−/−^ cells. In addition, blocking VCAM1-very late antigen 4 (VLA-4) axis delayed disease progression and attenuated intracerebral invasion of AML cells. Therefore, our findings uncover the intrinsic effects of IRF7 in AML and provide a potential strategy to control central nervous system myeloid leukemia.

## Introduction

Acute myeloid leukemia (AML) is characterized by the accumulation of a large number of immature myeloid cells [1] and differs from lymphoblastic leukemia in clinical feature and treatment [2, 3]. Both intrinsic and extrinsic abnormalities participate in the progression of AML [4, 5] by affecting the characteristics of the malignant population, including leukemia stem cell (LSC) levels [6], proliferation [7], dissemination, and infiltration [1], etc. Specifically, infiltration into the central nervous system (CNS) not only enables AML cells to escape the effects of chemotherapy due to the blood-brain barrier (BBB) [8] but also increases the risk of neurocognitive deficits and secondary malignancies after treatment [9]. Elucidating the mechanisms of disease progression will provide a basis for the diagnosis and treatment of AML.

The interferon regulatory factor (IRF) family contains 9 members (IRF1 to IRF9), which play pivotal roles in both innate and adaptive immunity [10]. They also act as intrinsic or microenvironmental factors in malignant progression [10, 11]. IRF7 has been widely studied in inflammatory models [12], while its suppressive effects in malignancies are mainly accomplished by microenvironmental immune cells, including granulocytic myeloid derived suppressor cells [13], macrophages [14], T cells, and natural killer (NK) cells [15, 16]. Its intrinsic effects in tumor progression seem to be cell-type dependent as opposite effects were reported in breast cancer [17] and glioblastoma [18]. However, the mechanism has not been established. Importantly, the intrinsic effects of IRF7 in AML remain unknown.

Transforming growth-interacting factor 1 (TGIF1) belongs to the three-amino acid loop extension family of homeodomain proteins and is primarily described as a transcriptional repressor in the transforming growth factor-β (TGF-β) signaling pathway [19]. TGIF1 plays important roles in normal and malignant hematopoiesis. TGIF1^−/−^ hematopoietic stem cells (HSCs) are less proliferative, more quiescent, and have higher repopulation potential [20]. The expression of TGIF1 was decreased in MLL-rearranged AML patients [21] and overexpression of TGIF1 promoted cell differentiation and cell cycle exit in vitro and prolonged the survival in vivo [21, 22]. It was also reported that knockdown of TGIF1 resulted in the inhibition of proliferation and differentiation in myeloid leukemia-derived cell lines [23]. The regulatory network of TGIF1 is not fully understood, and the link between IRF7 and TGIF1 has not been established.

Malignant cells capable of crossing the BBB and forming brain metastases acquire a more malignant phenotype [9]. In leukemia, studies have focused on lymphocytic leukemia, whereas studies using AML models are scant. Cytokines, chemokines, and adhesion molecules participate in this multiple-step pathologic process [24–26]. Specifically, the interaction between the very late antigen 4 (VLA-4, integrin α4β1) in leukemia cells and vascular cell adhesion molecule 1 (VCAM-1) in endothelial cells is essential for lymphocytic leukemia cells to cross the BBB [27]. This axis not only mediates the adhesion step but also initiates essential signaling within endothelial cells and promotes the identification of optimal sites for transmigration [28]. However, whether this axis facilitates the development of myeloid CNS leukemia (CNSL) is still unclear.

In this study, MLL-AF9-induced mouse AML models with IRF7 knockout or overexpression and xenograft mouse models were used to explore the intrinsic effects of IRF7 in AML. The deficiency of IRF7 in AML cells accelerates disease progression by promoting cell proliferation and elevating LSC levels. These adverse phenotypes are mediated by the downregulation of TGIF1. Furthermore, knockout of IRF7 causes intracerebral invasion of AML cells. Blocking VCAM1-VLA-4 axis delayed disease progression and attenuated intracerebral invasion of AML cells.

## Results

### AML-IRF7^−/−^ mice exhibit accelerated disease progression

MLL-AF9-induced AML models were established by using WT and IRF7^−/−^ mice (Fig. 1A) following procedures described previously [4, 6]. The expression of IRF7 was verified by qRT-PCR and Western blot (Supplementary Fig. S1A, B). The leukemia cells in both models were GFP^+^CD3^-^CD19^-^CD11b^+^Gr-1^+^ (Supplementary Fig. S1C, D). The AML-IRF7^−/−^ mice exhibited higher levels of PB, SP and bone marrow leukemia cells since day 10 (Fig. 1B) and had shorter survival times than AML-WT mice (Fig. 1C). The sizes of spleens and livers on day 15 in the AML-IRF7^−/−^ group were larger than those in the AML-WT group (Fig. 1D, E). Furthermore, pathologic analysis showed that more infiltrating AML cells were detected in AML-IRF7^−/−^ mice than in AML-WT mice. Notably, intracerebral invasion of leukemia cells was detected in AML-IRF7^−/−^ mice (Fig. 1F, Supplementary Fig. S1E). The response of AML-IRF7^−/−^ cells to Ara-C was assessed by daily administration of Ara-C 4 times when PB AML cells reached approximately 6% in both groups. The PB leukemia cell levels were lower in the AML-IRF7^−/−^ group than in the AML-WT group at 24 and 48 h (Supplementary Fig. S1F, G). Disease progression was studied in the mice by the administration of Ara-C three times daily (Fig. 1G). Although it dropped to a similar level in the two groups on day 16, the level of PB leukemia cells recovered more quickly in AML-IRF7^−/−^ mice than in AML-WT mice (Fig. 1H). Moreover, the median survival time was prolonged by approximately 8 days in the AML-WT group versus approximately 5 days in the AML-IRF7^−/−^ group (Fig. 1I). These results suggest that loss of IRF7 in AML cells promotes disease progression.

**Fig. 1:**
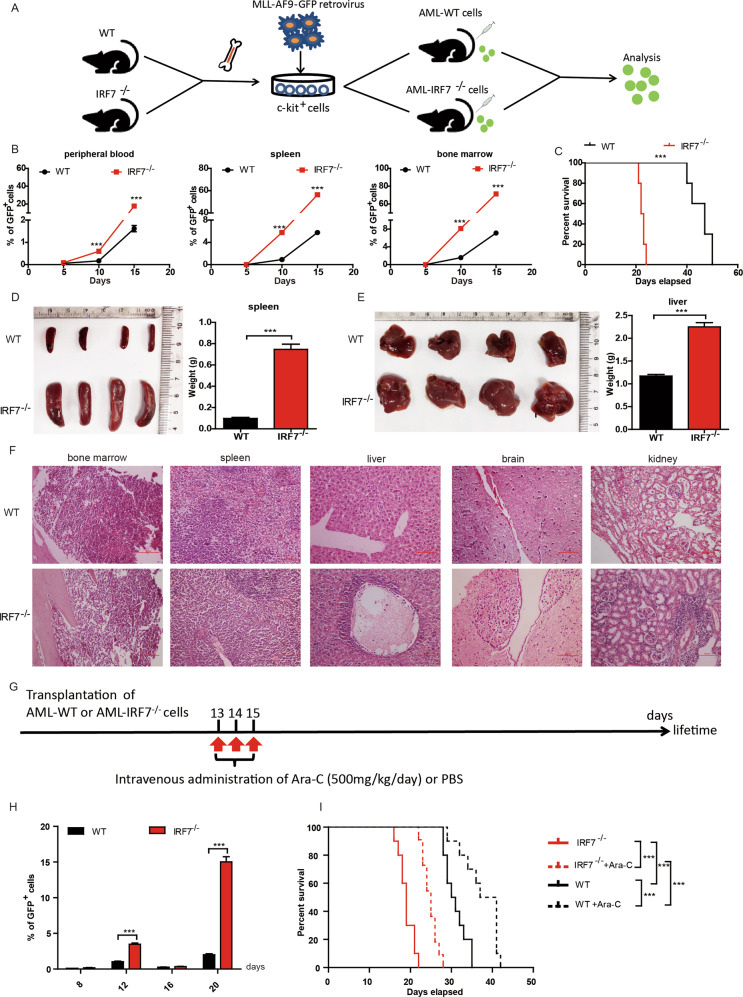
AML-IRF7^−/−^ mice exhibit accelerated disease progression. **A** Schematic overview of the development of the MLL-AF9-induced AML-WT and AML-IRF7^−/−^ mouse models. **B**–**F** The disease progression of the two models was studied when 1 × 10^6^ AML cells were transplanted into recipient mice. **B** The percentage of GFP^+^ cells in peripheral blood, spleen, and bone marrow was monitored every 5 days (*n* = 4). **C** The survival of the mice is shown in Kaplan–Meier curves (*n* = 10 for each group). **D**, **E** The mice were sacrificed on day 15. The size and weight of the spleens (**D**) and livers (**E**) are shown, and HE-stained sections of bone marrow, spleen, liver, brain, and kidney were observed under a light microscope. **F** Scale bars, 100 μm. **G**–**I** The mice were transplanted with 1 × 10^6^ AML cells followed by Ara-C treatments at the indicated time points. **G** Schematic overview of the experiments. **H** The percentage of GFP^+^ cells in peripheral blood was monitored on days 8, 12, 16, and 20. **I** The survival of the mice is shown in Kaplan–Meier curves (*n* = 10 for each group). Data are presented as mean ± S.E.M. Unpaired Student’s *t* test, one-way ANOVA tests and Kaplan–Meier estimates were used. ***p < 0.001.

### Characteristics of AML-IRF7^−/−^ cells

The characteristics of AML-IRF7^−/−^ cells were first analyzed to determine the mechanism for the accelerated disease progression. No significant difference was detected in the homing potential of AML cells (Supplementary Fig. S1H). In contrast, in vivo BrdU experiments showed that more S phase cells but fewer G0/G1 phase cells were detected in AML-IRF7^−/−^ cells than in AML-WT cells (Fig. 2A). Furthermore, there were fewer apoptotic cells in AML-IRF7^−/−^ mice than in AML-WT mice (Fig. 2B).

**Fig. 2:**
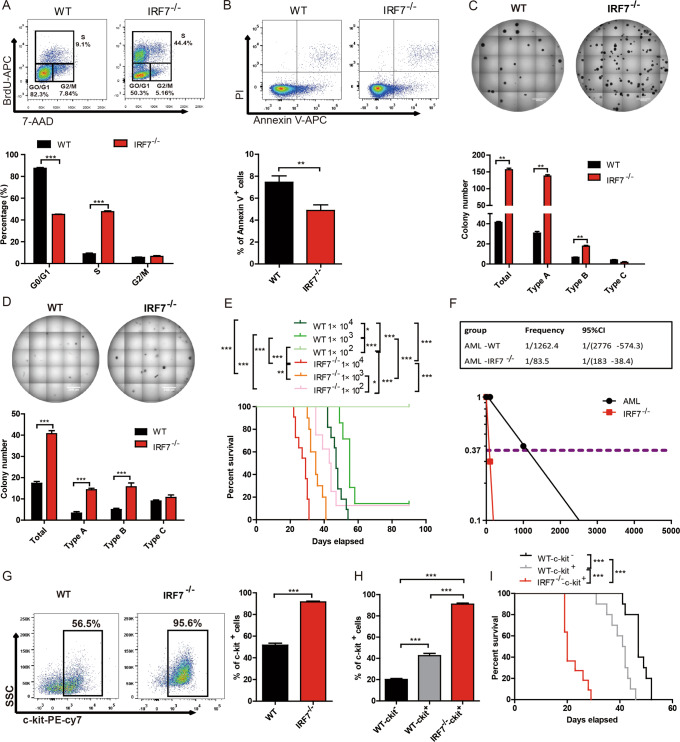
The characteristics of AML-IRF7^−/−^ cells. **A**–**D** The mice were intravenously injected with AML-WT or AML-IRF7^−/−^ cells on day 0 and sacrificed on day 15. **A** Representative results of BrdU incorporation experiments are shown (upper), and the percentages of G0/G1-, S- and G2/M-phase AML cells are plotted (lower). **B** Representative results of Annexin V and PI staining experiments are shown (upper), and the percentage of apoptotic AML cells is plotted (lower). **C**, **D** Primary (**C**) and secondary (**D**) colony formation experiments were performed by seeding 500 sorted AML cells per well into 24-well plates. Representative results are shown (upper), and colony numbers are plotted (lower). **E**, **F** AML-WT and AML-IRF7^−/−^ cells were sorted and transplanted into recipient mice in limiting-dilution series dosages. The survival of mice is shown in Kaplan–Meier curves (*n* = 10 for each group) (**E**), and the frequency of LSCs was estimated by using ELDA software (**F**). **G** Representative results of c-kit expression in AML cells are shown (left), and the percentage of c-kit^+^ AML cells is plotted (right). **H**, **I** AML-WT-c-kit^-^, AML-WT-c-kit^+^ and AML-IRF7^−/−^-c-kit^+^ cells were sorted and transplanted into mice. When mice suffered AML, the percentage of c-kit^+^ AML cells was analyzed (**H**), and the survival of mice is shown in Kaplan–Meier curves (*n* = 10 for each group) (**I**). Data are presented as mean ± S.E.M. Unpaired Student’s *t* test, one-way ANOVA tests and Kaplan–Meier estimates were used. **p < 0.01; ***p < 0.001.

Colony forming potential partly reflects the LSC level, which is vital for the initiation and relapse of leukemia. AML-IRF7^−/−^ cells formed more colonies than AML-WT cells in primary and secondary plating experiments (Fig. 2C, D). There are three types of colonies (Supplementary Fig. S2A) [4]. The AML-IRF7^−/−^ cells formed more type-A and type-B colonies than AML-WT cells (Fig. 2C, D). Limiting dilution transplantation experiments showed that 1 × 10^3^ AML cells caused 100% mortality in AML-IRF7^−/−^ mice but approximately 90% mortality in AML-WT mice, while 1 × 10^2^ AML cells caused approximately 90% mortality in AML-IRF7^−/−^ mice but no mortality in AML-WT mice (Fig. 2E). Furthermore, the LSC level of AML-IRF7^−/−^ cells was approximately 14-fold higher than that of AML-WT cells (Fig. 2F). These results indicate that AML-IRF7^−/−^ cells have more LSCs than AML-WT cells. C-kit is an important marker for primitive AML cells. The percentage of c-kit^+^ cells was approximately 50% in the AML-WT population, whereas it was over 90% in the AML-IRF7^−/−^ population (Fig. 2G). When AML cells were sorted based on c-kit expression and transplanted into secondary recipients, AML-WT-c-kit^-^ cells gave rise to approximately 25% c-kit^+^ cells, while AML-WT-c-kit^+^ and AML-IRF7^−/−^-c-kit^+^ cells gave rise to similar levels of c-kit^+^ cells as the first transplantation (Fig. 2H, Supplementary Fig. S2B). Furthermore, the AML-IRF7^−/−^-c-kit^+^ group had the shortest survival time (Fig. 2I). Hence, knockout of IRF7 promotes cell proliferation and increases LSC levels, which contribute to accelerated AML progression.

### Overexpression of IRF7 decreases cell proliferation and LSC levels

AML-WT cells were infected with a blank or MSCV-mIRF7-BFP retroviral virus to construct AML models (Fig. 3A, Supplementary Fig. S3A). AML-MSCV and AML-IRF7 cells were GFP^+^BFP^+^, and AML-IRF7 cells expressed higher levels of IRF7 (Supplementary Fig. S3B, C). The PB AML cell level was lower in the AML-IRF7 group than in the AML-MSCV group on day 10 and day 15 (Fig. 3B). Markedly, the survival of AML-IRF7 mice was longer than that of AML-MSCV mice (Fig. 3C). In vivo BrdU experiments demonstrated that AML-IRF7 cells had decreased S phase cells (Fig. 3D). Furthermore, AML-IRF7 cells had decreased levels of c-kit^+^ cells (Fig. 3E). Moreover, AML-IRF7 cells formed fewer colonies (total, type-A and type-B) than AML-MSCV cells in primary and secondary plating experiment (Fig. 3F, Supplementary Fig. S3D). These results show opposite effects compared to those obtained from the AML-IRF7^−/−^ model, which further confirms that IRF7 negatively correlates with cell proliferation and LSC levels.

**Fig. 3:**
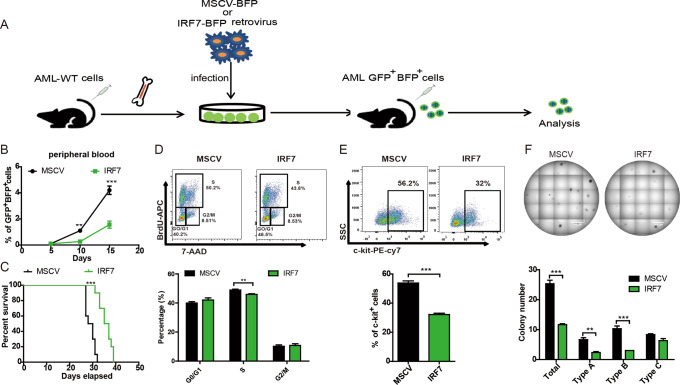
AML-IRF7 mice exhibit decreased disease progression. **A** Schematic overview of the development of the AML-MSCV and AML-IRF7 models. **B**, **C** Equal numbers of AML-MSCV and AML-IRF7 cells were transplanted into recipient mice. The percentage of peripheral blood GFP^+^BFP^+^ cells was monitored every 5 days (*n* = 4) (**B**), and the survival of mice is shown in Kaplan–Meier curves (*n* = 10) (**C**). **D**–**F** The mice were intravenously injected with AML-MSCV or AML-IRF7 cells and sacrificed at the middle stage of AML. **D** BrdU and 7-AAD staining was performed. Representative results are shown (upper), and the percentages of G0/G1, S, and G2/M phase AML cells are plotted (lower). **E** The expression of c-kit in AML cells was analyzed. Representative results are shown (upper), and the percentage of c-kit^+^ AML cells is plotted (lower). **F** Secondary colony formation experiments were performed by seeding 500 sorted AML cells per well into 24-well plates. Representative results are shown (upper), and the colony numbers are plotted (lower). Data are presented as mean ± S.E.M. Unpaired Student’s *t* test, one-way ANOVA tests and Kaplan–Meier estimates were used. **p < 0.01; ***p < 0.001.

### Downregulation of TGIF1 contributes to malignant phenotypes in AML-IRF7^−/−^ cells

IRF7 activation results in the production of I-IFN [12]. It is necessary to determine whether exogenous administration of I-IFN can reverse the malignant phenotypes of AML-IRF7^−/−^ cells. Unexpectedly, this treatment did not alter the cell cycle, frequency of the c-kit^+^ population or colony forming potential of AML-IRF7^−/−^ cells, although it slightly increased apoptosis (Supplementary Fig. S4). Therefore, other mechanisms are likely responsible for the malignant phenotypes.

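Irf7, the gene lost in the knockout, was read first in each of the 9 libraries of the expression experiment, which came from GFP+ mouse leukemia cells carrying MLL-AF9 and sorted by surface c-kit, the product of Kit. Its level in TPM (a unit described below) was 23.5, 22.3 and 32.3 in the AML-WT-c-kit- libraries 1, 2 and 3, and 5.31, 3.91 and 3.36 in the AML-WT-c-kit+ libraries. It was 12.8, 5.97 and 7.95 in the libraries labelled AML-IRF7-/--c-kit+, above every AML-WT-c-kit+ library. This does not bear out the label of a knockout, nor can it contradict it. The knockout replaced exons 2 and 3, and a transcript through the other exons would carry the name Irf7. These libraries are named by their label throughout, and each direction drawn from them rests on that label. The log2 fold change of Irf7 from AML-WT-c-kit+ to the libraries labelled AML-IRF7-/--c-kit+ was 0.89 (standard error 0.27, limma adjusted p = 0.0321), and an exact two-sided permutation test gave p = 0.1, the smallest that 3 libraries against 3 allow. Against AML-WT-c-kit- it was −1.49 (standard error 0.27, limma adjusted p = 0.00298). The setting that moved the first value furthest was the one without replicate 1 of the labelled libraries, with a log2 fold change of 0.62 (limma adjusted p = 0.0665). Over all settings tried this adjusted p ran from 0.0141 to 0.0943, and it was under 0.05 in only some of them. Phrf1 overlaps Irf7 on the other strand, and whether strand was used in the quantification is not stated in the paper's text.
Kit followed the sorting. It was 0.52, 1.19 and 3.03 TPM in AML-WT-c-kit-, 50.7, 58.5 and 51.3 TPM in AML-WT-c-kit+, and 85.5, 70.3 and 85.7 TPM in the libraries labelled AML-IRF7-/--c-kit+. The log2 fold change of Kit between the c-kit+ groups was 0.58 (standard error 0.10, limma adjusted p = 0.00385). It lost an adjusted p under 0.05 in 1 of 13 alternatives, with all 9 libraries fitted together (limma adjusted p = 0.141).

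**Figure D1:**
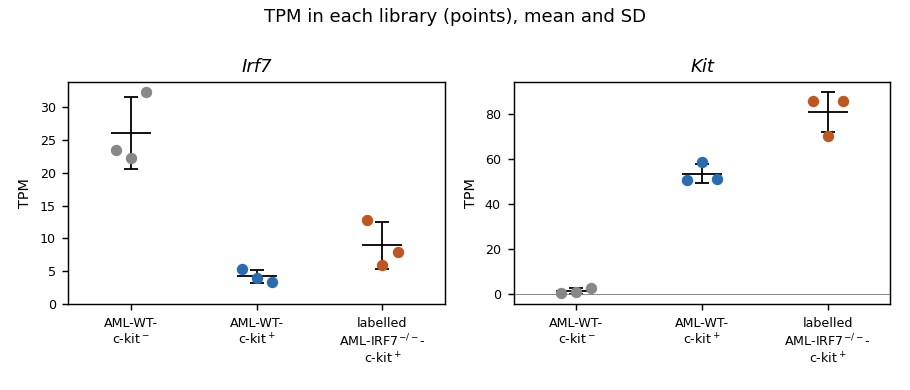
Irf7 and Kit in TPM in each of the 9 libraries (points) by sorted population, with the mean (long bar) and SD (whiskers, n = 3). Irf7 is highest in AML-WT-c-kit- and its 3 points in the libraries labelled AML-IRF7-/--c-kit+ lie above those in AML-WT-c-kit+, while Kit is low in AML-WT-c-kit- alone.

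Each group had 3 libraries. The paper's text does not state how many mice or primary leukemias they come from. A p-value between groups may therefore measure the spread within 1 leukemia and not that between leukemias. By the sample labels, 1000000 leukemia cells per mouse were transplanted, bone marrow was taken on day 18, and total RNA went into sequencing libraries. The paper's text calls the assay a microarray and names neither an aligner nor a genome build. The deposited table gives 1 value for each of 55536 genes and library. The values fit TPM, a measure scaled by gene length and by the library's total, since each library sums to between 987468 and 992231. TPM keeps no record of the number of reads, so the depth of each library is unknown and no counting error can be given. The 10 most abundant genes took 13.1% to 17.3% of the total in the AML-WT-c-kit+ libraries and 9.39% to 10.3% in the other 6, which leaves less of a fixed total to all other genes in AML-WT-c-kit+. The median log2 fold change of all 13238 genes tested between the c-kit+ groups was 0.12, and changes are also given relative to it.
For each comparison, genes with at least 1 TPM in at least 3 of the 6 libraries were tested with limma (lmFit, eBayes with trend) on log2(TPM + 1), and p was adjusted by the Benjamini-Hochberg method. A fold change on this scale understates the change of genes with low TPM. Each library correlated best with another of its own group. Across 13962 genes, Pearson's r was 0.973 to 0.984 between libraries of the same group and at most 0.933 between groups.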

AML-WT-c-kit^-^, AML-WT-c-kit^+^, and AML-IRF7^−/−^-c-kit^+^ cells were sorted for microarray expression analysis. GSEA between AML-WT-c-kit^+^ and AML-IRF7^−/−^-c-kit^+^ cells demonstrated that the annotations, i.e., Cell cycle and embryonic stem cell core associated genes were enriched in AML-IRF7^−/−^-c-kit^+^ cells, whereas leukocyte differentiation associated genes were enriched in AML-WT-c-kit^+^ cells (Fig. 4A). These results imply that some DEGs may contribute to the increased proliferation and LSC level in AML-IRF7^−/−^ cells. 

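Genes were ranked by limma's statistic for the libraries labelled AML-IRF7-/--c-kit+ against AML-WT-c-kit+, and preranked GSEA with 10000 permutations was run on 7 lists. The gene sets of Fig. 4A were not used here. A list of 97 cell cycle genes (43 of S phase and 54 of G2/M), its 2 parts, 3 other lists fixed beforehand and the Reactome Cell Cycle set took their place, so the scores are not those of Fig. 4A, and embryonic stem cell genes were not analysed here. A positive score means higher in the libraries labelled AML-IRF7-/--c-kit+, a label that their Irf7 level does not bear out and cannot contradict. The normalized enrichment score of the cell cycle list was 1.77 (permutation p = 0.000253, adjusted p = 0.000589). For the S phase genes it was 2.15 (permutation p = 0.000139, the smallest these permutations can give, adjusted p = 0.000488), and 36 of the 43 genes rose by more than the median gene. The G2/M genes gave 0.97 (permutation p = 0.509, adjusted p = 0.522), and 28 of 54 rose by more than the median gene. Reactome Cell Cycle, with 461 genes tested, gave 1.69 (permutation p = 0.000105, the smallest these permutations can give, adjusted p = 0.000488). The changes behind these scores were small, with a mean log2 fold change of 0.34 for S phase, 0.11 for G2/M and 0.15 for Reactome Cell Cycle, to be read against the median of all genes. The alternative that moved the cell cycle scores most was ranking by log2 fold change, which gave 1.37 for the cell cycle list (permutation adjusted p = 0.0612) and 1.05 for Reactome Cell Cycle (permutation adjusted p = 0.416). Over all alternatives the adjusted p ran from 0.000279 to 0.0612 for the cell cycle list and from 0.000279 to 0.416 for Reactome Cell Cycle.
The list of 40 genes of myeloid maturation moved the other way. Its score was −2.62 (permutation p = 0.000346, the smallest these permutations can give, adjusted p = 0.000605), its mean log2 fold change was −1.80, and 34 of the 39 genes tested were lower in the libraries labelled AML-IRF7-/--c-kit+. In a list of 34 interferon-stimulated genes, 29 of the 31 tested were higher, with a score of 1.88 (permutation p = 0.000569, adjusted p = 0.000797) and a mean log2 fold change of 1.63. The 16 genes of the MLL-AF9 target list had a score of 0.96 (permutation p = 0.522, adjusted p = 0.522). These permutations reorder genes, not libraries, so they do not measure the variation between mice. From the enrichments of Fig. 4A, the paper proposes that some of the differentially expressed genes contribute to the proliferation of AML-IRF7-/- cells and to their level of leukemia stem cells.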

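With a log2 fold change of at least 1 in size and an adjusted p under 0.05 from limma, 1548 of the 13238 genes tested differed between the libraries labelled AML-IRF7-/--c-kit+ and AML-WT-c-kit+. Of these, 834 were higher in the labelled libraries and 714 were lower. If each group stems from 1 leukemia, these p-values do not separate genotype from leukemia. The 3 libraries of each group did not overlap in 1537 of the 1548 genes, and in 7820 (59.1%) of all genes tested, where chance gives 10%. An adjusted p under 0.05 without the threshold on the change was met by 6357 genes (48.0%), so the threshold on the change set the number. The alternative that moved the total most was a filter of 5 TPM in place of 1 TPM, which left 1015 genes, and a pseudocount of 0.1 in place of 1 gave 1904. The comparison of the libraries labelled AML-IRF7-/--c-kit+ with AML-WT-c-kit- gave 2738 genes, 1135 higher and 1603 lower, and that of AML-WT-c-kit+ with AML-WT-c-kit- gave 1916, 641 higher and 1275 lower.
Among genes of at least 5 TPM in the higher group whose libraries did not overlap, the largest rise was that of Xlr on chromosome X, from 0.0233 ± 0.0404 TPM (SD, n = 3) in AML-WT-c-kit+ to 148 ± 12.0 TPM (SD, n = 3) in the libraries labelled AML-IRF7-/--c-kit+. Its log2 fold change was 7.18 (standard error 0.10, limma adjusted p = 5.33e-07). Vill, Rps4l, Nmral1 and F7 came next, with log2 fold changes of 6.68, 6.40, 6.10 and 5.35. Rps4l is a processed pseudogene inside Tmtc1, on the other strand, and reads from near-identical genes were not separated here. The largest fall was that of Chil1 on chromosome 1, from 503 ± 112 TPM (SD, n = 3) to 0.957 ± 0.396 TPM (SD, n = 3), a log2 fold change of −8.01 (standard error 0.21, limma adjusted p = 4.47e-06). It was followed by Fcnb, Gm42031, Chit1 and 1700030N03Rik, with log2 fold changes of −6.77, −6.10, −5.83 and −5.82. Chit1 is listed at 0 in libraries 1 and 3 of the labelled group.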

A total of 2739 DEGs (|log2FC | ≥ 1 and FDR < 0.05), 1337 upregulated and 1402 downregulated, were detected between AML-IRF7^−/−^-c-kit^+^ and AML-WT-c-kit^+^ cells (Supplementary Fig. S5A). Among them, 137 genes met the conditions that their expression was lower in AML-IRF7^−/−^-c-kit^+^ cells than in both AML-WT-c-kit^+^ and AML-WT-c-kit^-^ cells. Furthermore, 46 genes within any of the gene sets of GSEA annotations (cell cycle and embryonic stem cell core associated genes) were enriched in AML-IRF7^−/−^-c-kit^+^ cells. 

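Lower in the libraries labelled AML-IRF7-/--c-kit+ than in both WT populations, by a log2 fold change of −1 or less and an adjusted p under 0.05 from limma in each comparison, were 445 of the 12976 genes tested in both. A further 269 genes were lower than in AML-WT-c-kit+ without passing both thresholds against AML-WT-c-kit-. The median log2 fold change of the 445 genes was −1.89 against AML-WT-c-kit+ and −2.58 against AML-WT-c-kit-. Their mean TPM was highest in AML-WT-c-kit- for 313 genes and in AML-WT-c-kit+ for 132. Taking a lower mean than AML-WT-c-kit- in place of the test gave 637 genes. The mirror count, genes higher than in both WT populations, was 535. The 445 genes hold 19 of the 39 genes of the myeloid maturation list tested in both comparisons.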

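The overlap was counted for the cell cycle alone, with the 97-gene list and Reactome Cell Cycle joined in place of the paper's sets. Of 512 such genes tested in both comparisons, 3 were among those lower in the libraries labelled AML-IRF7-/--c-kit+ than in both WT populations: Ccnd1, Cdkn2c and Hspa2, named here after their values were seen. That is 0.586% of the cell cycle genes against 3.55% of the other genes, an odds ratio of 0.16 (Fisher's exact test, two-sided, p = 3.1e-05). Few cell cycle genes passed both thresholds in either direction between the c-kit+ groups. Of the 461 Reactome genes tested, 8 were higher and 4 lower, and of the 97-gene list 1 and 1. The low share is therefore not particular to genes that fell. The background was every gene tested in both comparisons.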

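CREBL2, DIXDC1, E2F2, RAB34, TGIF1 and THBS1 were measured in the libraries as mouse Crebl2, Dixdc1, E2f2, Rab34, Tgif1 and Thbs1. The direction of each difference rests on the label AML-IRF7-/--c-kit+, which the Irf7 level does not bear out and cannot contradict. Thbs1 had 18.9 ± 9.28 TPM (SD, n = 3) in AML-WT-c-kit+, 33.2 ± 37.1 TPM (SD, n = 3) in AML-WT-c-kit- and 0.437 ± 0.304 TPM (SD, n = 3) in the libraries labelled AML-IRF7-/--c-kit+. Its log2 fold change was −3.69 (standard error 0.38, limma adjusted p = 0.00056) against AML-WT-c-kit+ and −3.97 (standard error 0.77, limma adjusted p = 0.00414) against AML-WT-c-kit-, and Gm29233 overlaps it on the other strand. E2f2 fell by 1.00 on the log2 scale (standard error 0.17, limma adjusted p = 0.00339) from AML-WT-c-kit+, to 10.00 TPM, just short of the threshold of 1. Against AML-WT-c-kit-, its log2 fold change was −2.60 (standard error 0.09, limma adjusted p = 5.6e-06). Crebl2 had 5.00 ± 0.80 TPM (SD, n = 3) in AML-WT-c-kit+ and 2.18 ± 0.221 TPM (SD, n = 3) in the libraries labelled AML-IRF7-/--c-kit+, a log2 fold change of −0.91 (standard error 0.14, limma adjusted p = 0.00253). It passed both thresholds against AML-WT-c-kit- (log2 fold change −1.30) and not against AML-WT-c-kit+, where a pseudocount of 0.1 gave −1.16, and Gm44084 overlaps it on the same strand.
Dixdc1 and Rab34 moved the other way. Dixdc1 had 0.197 ± 0.186 TPM (SD, n = 3) in AML-WT-c-kit+, 0.0733 ± 0.0153 TPM (SD, n = 3) in AML-WT-c-kit- and 2.94 ± 0.525 TPM (SD, n = 3) in the libraries labelled AML-IRF7-/--c-kit+. Its log2 fold change was 1.72 (standard error 0.18, limma adjusted p = 0.000641) against AML-WT-c-kit+ and 1.87 (standard error 0.15, limma adjusted p = 9.4e-05) against AML-WT-c-kit-. Rab34 had 0.563 ± 0.258 TPM (SD, n = 3) in AML-WT-c-kit+ and 2.26 ± 0.762 TPM (SD, n = 3) in the libraries labelled AML-IRF7-/--c-kit+, a log2 fold change of 1.05 (standard error 0.22, limma adjusted p = 0.00791). Against AML-WT-c-kit-, the value for Rab34 was 1.06 (standard error 0.20, limma adjusted p = 0.00418). For each of the 6 genes, the libraries of the c-kit+ groups did not overlap (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). Adjusted over the 6 genes alone, the limma p was between 0.000115 and 0.00255.

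**Figure D2:**
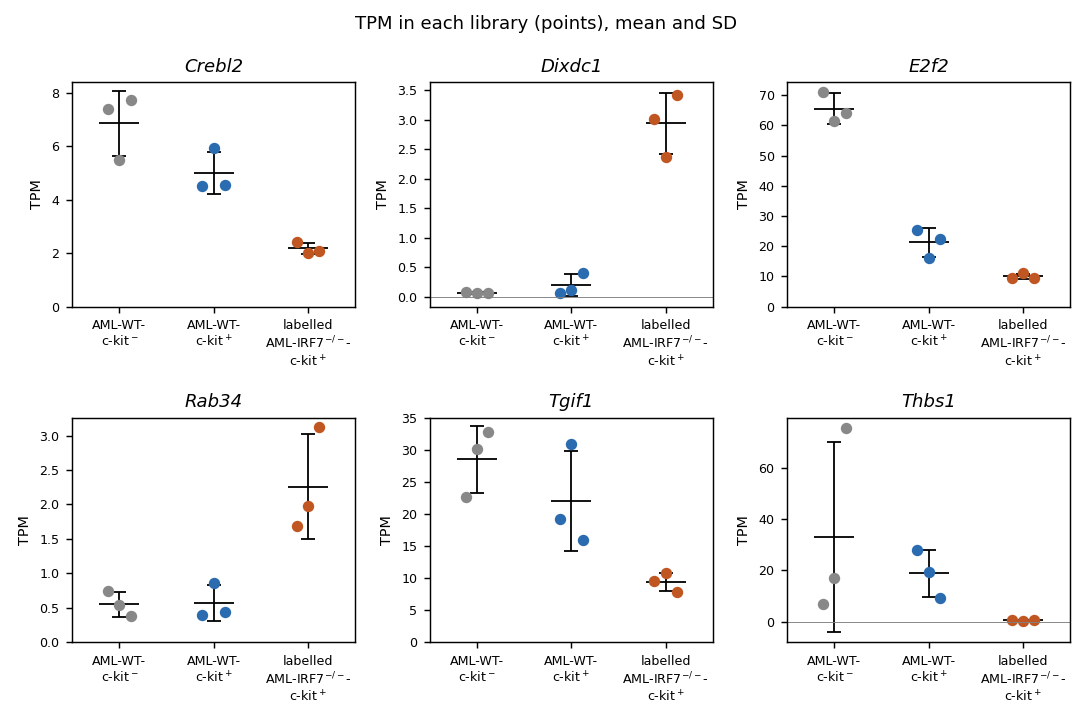
Crebl2, Dixdc1, E2f2, Rab34, Tgif1 and Thbs1 in TPM in each library (points) of AML-WT-c-kit-, AML-WT-c-kit+ and the libraries labelled AML-IRF7-/--c-kit+, with the mean (long bar) and SD (whiskers, n = 3). Dixdc1 and Rab34 are highest in the libraries labelled AML-IRF7-/--c-kit+, with means of 2.94 and 2.26 TPM, and the other 4 genes are lowest there.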

Six of these genes were finally selected and verified by qRT-PCR (Fig. 4B). TGIF1 plays a negative role in AML progression [21]. The volcano plot shows that the lower expression of TGIF1 in AML-IRF7^−/−^-c-kit^+^ cells was significant (Supplementary Fig. S5B). Furthermore, a positive correlation between IRF7 and TGIF1 was detected in the human datasets GSE10358, GSE12417, and GSE131207 (Fig. 4C, Supplementary Fig. S5C, D). Moreover, downregulation of TGIF1 was detected when IRF7 was knocked down in THP1 and Kasumi-1 cells (Supplementary Fig. S5E, F). These results imply that downregulation of TGIF1 might mediate the proleukemic effects upon loss of IRF7.

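Tgif1 lies on chromosome 17 of GRCm38 from 70844205 to 70853546 on the reverse strand, and no other annotated gene overlaps it. It had 28.5 ± 5.20 TPM (SD, n = 3) in AML-WT-c-kit- and 22.0 ± 7.83 TPM (SD, n = 3) in AML-WT-c-kit+, where the libraries read 19.2, 30.9 and 16.0 TPM. In the libraries labelled AML-IRF7-/--c-kit+ it had 9.35 ± 1.46 TPM (SD, n = 3), with 9.45, 10.8 and 7.84 TPM in the 3 libraries. The log2 fold change from AML-WT-c-kit+ was −1.11 (standard error 0.24, limma adjusted p = 0.00905) and −1.23 relative to the median of all genes, which ranked 3735 by adjusted p among the genes tested. From AML-WT-c-kit-, Tgif1 changed by −1.51 on the log2 scale (standard error 0.17, limma adjusted p = 0.000356). The WT populations differed by −0.40, which did not pass (limma adjusted p = 0.252). With each library left out in turn, the log2 fold change from AML-WT-c-kit+ stayed between −1.30 and −0.85, and the limma adjusted p was at most 0.033. The direction rests on a label that the Irf7 level of the libraries does not bear out and cannot contradict. Smad3, whose product the paper names as a partner of TGIF1, had 11.6 ± 1.02 TPM (SD, n = 3) in AML-WT-c-kit+ and 6.95 ± 0.486 TPM (SD, n = 3) in the libraries labelled AML-IRF7-/--c-kit+ (log2 fold change −0.66).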

**Fig. 4:**
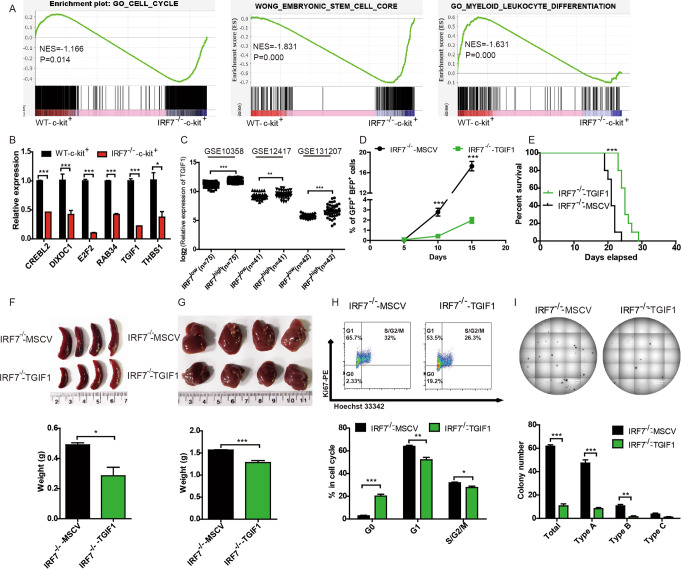
Downregulation of TGIF1 contributes to malignant phenotypes in AML-IRF7^−/−^ cells. **A** The enrichment of annotations of cell cycle, embryonic stem cell core, and myeloid leukocyte differentiation between AML-IRF7^−/−^-c-kit^+^ and AML-WT-c-kit^+^ cells by GSEA. **B** The expression of selected genes was analyzed by qRT-PCR. **C** The expression of TGIF1 between the IRF7^high^ group (top 30% cases) and IRF7^low^ group (bottom 30% cases) in the GSE10358, GSE12417, and GSE131207 datasets are shown. **D**, **E** Equal numbers of AML-IRF7^−/−^-MSCV and AML-IRF7^−/−^-TGIF1 cells were transplanted into recipient mice. **D** The percentage of peripheral blood AML cells was monitored every 5 days (*n* = 5). **E** The survival of mice is shown in Kaplan–Meier curves (*n* = 10 for each group). **F**–**I** The mice received transplantation of equal numbers of AML-IRF7^−/−^-MSCV and AML-IRF7^−/−^-TGIF1 cells on day 0 and were sacrificed on day 18. The sizes (upper) and weights (lower) of spleens (**F**) and livers (**G**) are shown. **H** GFP^+^BFP^+^ cells were stained with Ki67 and Hoechst 33342. Representative results are shown (upper), and the percentages of G0, G1, and S/G2/M phase AML cells are plotted (lower). **I** Secondary colony formation experiments were performed by seeding 500 sorted AML cells per well into 24-well plates. Representative results are shown (upper), and the colony numbers are plotted (lower). Data are presented as mean ± S.E.M. Unpaired Student’s *t* test, one-way ANOVA tests and Kaplan–Meier estimates were used. *p < 0.05; **p < 0.01; ***p < 0.001.

To test this hypothesis, TGIF1 was overexpressed in AML-IRF7^−/−^ cells by MSCV-TGIF1-PGK-BFP retroviral infection. The AML-IRF7^−/−^-TGIF1 and AML-IRF7^−/−^-MSCV cells were GFP^+^BFP^+^ (Supplementary Fig. S6A). The expression of TGIF1 was verified by qRT-PCR (Supplementary Fig. S6B), and both AML cells were CD3^-^CD19^-^CD11b^+^Gr-1^+^ (Supplementary Fig. S6C, D). The AML-IRF7^−/−^-TGIF1 mice had lower levels of PB AML cells and a longer survival time than AML-IRF7^−/−^-MSCV mice after transplantation of an equal number of AML cells (Fig. 4D, E). The mice were sacrificed on day 15, and the sizes of the spleens and livers in the AML-IRF7^−/−^-TGIF1 group were smaller than those in the AML-IRF7^−/−^-MSCV group (Fig. 4F, G). In vivo Ki67 experiments demonstrated that AML-IRF7^−/−^-TGIF1 cells had increased levels of G0 phase cells but decreased levels of G1 and S/G2/M phase cells (Fig. 4H). No difference in apoptosis was detected between the two groups (Supplementary Fig. S6E). Colony forming experiments showed that AML-IRF7^-/-^-TGIF1 cells formed fewer colonies than AML-IRF7^−/−^-MSCV cells in primary and secondary plating experiment (Fig. 4I, Supplementary Fig. S6F).

These results demonstrate that overexpression of TGIF1 rescues the enhanced proliferation and the high LSC level caused by IRF7 deficiency, which suggests that TGIF1 mediates those effects.

### The role of IRF7-TGIF1 pathway in human AML cells

THP1 and Kasumi-1 cells were used to test whether the IRF7-TGIF1 pathway affects the malignant phenotypes of human AML cells. First, the expression of IRF7 was knocked down in THP1 and Kasumi-1 cells by lentiviral infection. The successfully constructed cell lines were GFP^+^ (Supplementary Fig. S7A, B) and the expression of IRF7 was verified by qRT-PCR (Supplementary Fig. S7C, D). MTS (Fig. 5A), BrdU (Fig. 5B, Supplementary Fig. S7E, F) and Ki67 experiments (Supplementary Fig. S7G, H) demonstrated that knockdown of IRF7 promoted cell proliferation. Furthermore, THP1sh1 and Kasumi-1sh1 cells formed more colonies than their respective controls (Fig. 5C, Supplementary Fig. S7I, J). Moreover, nude mice xenograft experiments demonstrated that THP1sh1 cells formed larger tumors than control cells in vivo (Fig. 5D, E). Xenograft transplantation experiments in NSG mice also demonstrated that THP1sh1 group had shorter survival time than THP1sc group. These results suggest that knockdown of IRF7 also plays an adverse role in human AML cells.

**Fig. 5:**
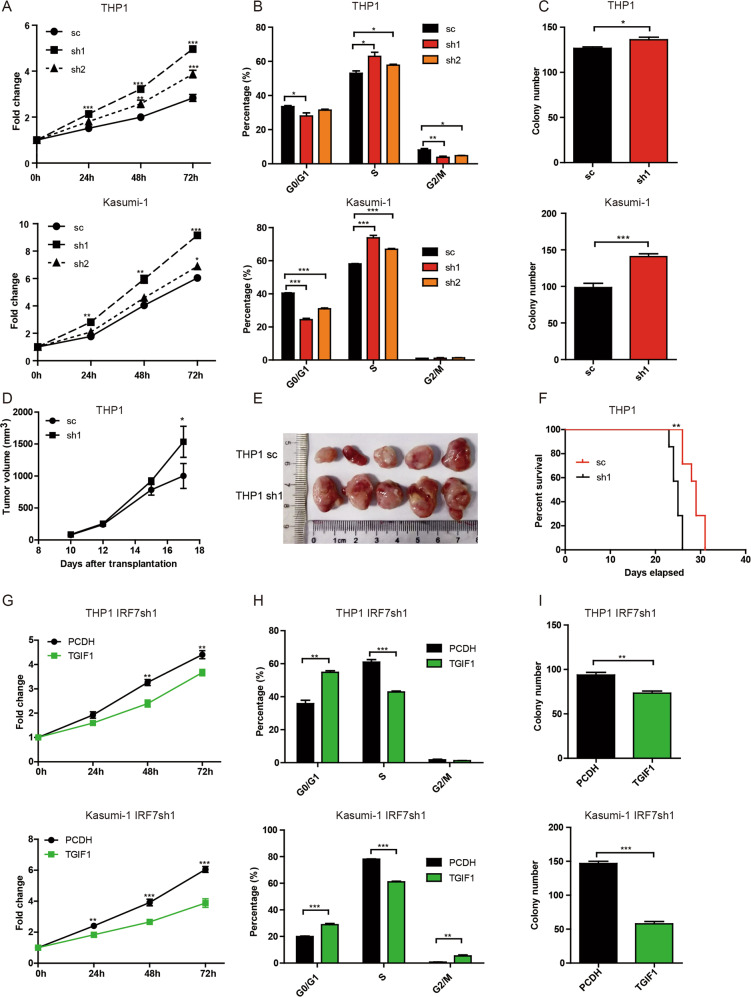
Knockdown of IRF7 promotes proliferation and increases LSC levels in human AML cell lines. **A**–**C** THP1 and Kasumi-1 cells were infected with pLV-IRF7sc, pLV-hIRF7sh1 and pLV-hIRF7sh2 lentiviruses. The GFP^+^ cells were sorted by flow cytometry. **A** Equal numbers of cells were seeded in 96-well plates for the MTS assay. The proliferation of cells is shown as the fold change against the OD value at 0 h. **B** The percentages of G0/G1, S, and G2/M phase cells assessed by BrdU and 7-AAD staining experiments are plotted. **C** Colony formation experiments were performed by seeding 500 sorted AML cells per well into 24-well plates. The colony numbers are plotted. **D**, **E** The nude mice were subcutaneously inoculated with an equal number of GFP^+^ cells on day 0 and sacrificed on day 17. The dynamic tumor volume is plotted (**D**) and the size of tumors are shown (**E**). **F** The NSG mice were intravenously transplanted with an equal number of GFP^+^ cells on day 0. The survival of mice is shown in Kaplan–Meier curves (*n* = 7 for each group). **G**–**I** THP1 IRF7sh1 and Kasumi-1 IRF7sh1 cells were infected with blank or PCDH-EF1α-hTGIF1-mRFP lentivirus. The GFP^+^RFP^+^ cells were sorted by flow cytometry. **G** Equal numbers of cells were added to 96-well plates for the MTS assay. The proliferation of cells is shown as the fold change against the OD value at 0 h. **H** GFP^+^RFP^+^ cells were stained with BrdU and 7-AAD. The percentage of G0/G1, S and G2/M phase cells is plotted. **I** Colony formation experiments were performed by seeding 500 AML cells per well into 24-well plates. The colony numbers are plotted. Data are presented as mean ± S.E.M. Unpaired Student’s *t* test and one-way ANOVA tests were used. *p < 0.05; **p < 0.01; ***p < 0.001.

Then, TGIF1 was overexpressed in THP1sh1 and Kasumi-1sh1 cells by lentiviral infection. After sorting, the successfully constructed cell lines were GFP^+^RFP^+^ (Supplementary Fig. S8A, B), and the expression of TGIF1 was verified by qRT-PCR (Supplementary Fig. S8C, D). MTS (Fig. 5G), BrdU (Fig. 5H, Supplementary Fig. S8E, F) and Ki67 (Supplementary Fig. S8G, H) experiments demonstrated that overexpression of TGIF1 in THP1sh1 and Kasumi-1sh1 cells promoted cell proliferation. In addition, overexpression of TGIF1 in THP1sh1 and Kasumi-1sh1 cells formed fewer colonies than their respective controls (Fig. 5I, Supplementary Fig. S8I, J). These results suggest that overexpression of TGIF1 rescues the adverse effects of IRF7 deficiency in human AML cells.

### Blocking the VCAM1-VLA-4 axis delays disease progression and attenuates intracerebral invasion of AML-IRF7^−/−^ cells

An interesting observation from this study is that AML-IRF7^−/−^ cells cross the BBB more easily and cause intracerebral invasion, which is an adverse factor in AML. To further confirm this phenomenon, AML-WT and AML-IRF7^−/−^ mice were sacrificed when the PB AML cells were 10% or 20%. All AML-IRF7^−/−^ mice but no AML-WT mice suffered submeningeal infiltration of AML cells at the 10% stage (Fig. 6A). At the 20% stage, intracerebral invasion (4/5) and submeningeal infiltration (5/5) were detected in AML-IRF7^-/-^ mice, whereas only submeningeal infiltration (5/5) was detected in AML-WT mice (Fig. 6B). However, no significant difference was detected in the spleen, liver, or bone marrow at the 20% stage (Supplementary Fig. S9A). Furthermore, xenograft transplantation experiments in NSG mice also demonstrated that knockdown of IRF7 in THP1 cells promoted the degree of CNS infiltration on day 25 (Fig. 6C).

**Fig. 6:**
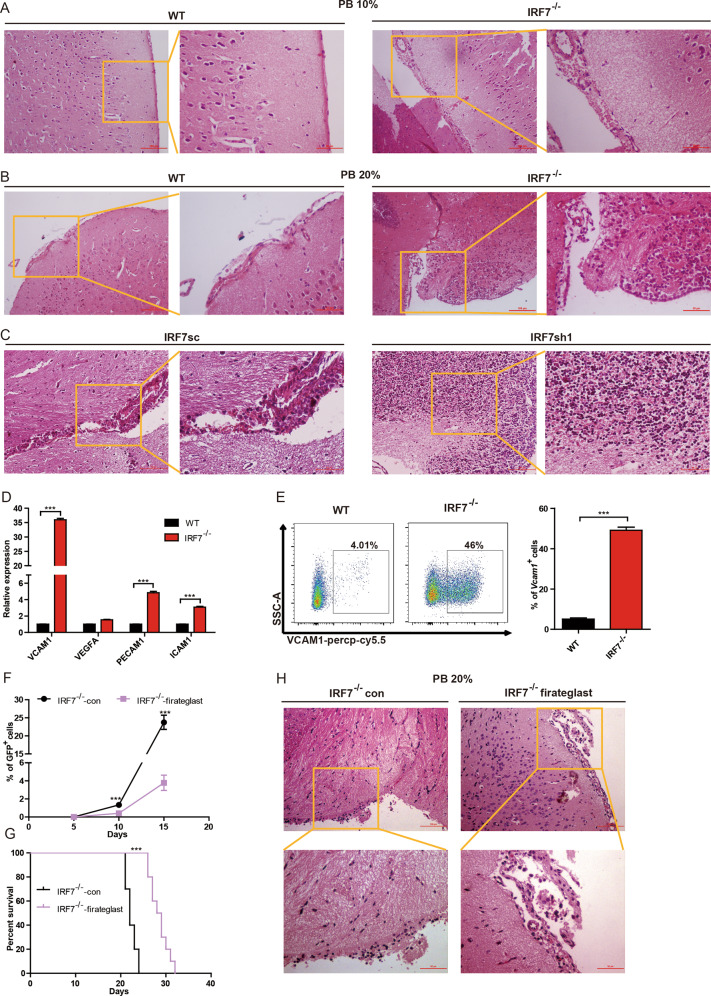
Blocking VCAM1-VLA-4 axis delays disease progression and attenuates intracerebral invasion in AML-IRF7^−/−^ mice. **A**, **B** An equal number of AML-WT or AML-IRF7^−/−^ cells were transplanted into the mice on day 0 and the mice were sacrificed when peripheral blood GFP^+^ cells reached 10% (**A**) and 20% (**B**). Representative results of HE-stained brain sections are shown. Scale bars, 100 or 50 μm. **C** An equal number of THP1sc or THP1sh1 cells were transplanted into the NSG mice on day 0 and the mice were sacrificed on day 25. Representative results of HE-stained brain sections are shown. Scale bars, 100 or 50 μm. **D** The expression of genes was analyzed by qRT-PCR. **E** The expression of VCAM1 in AML cells was analyzed by flow cytometry. Representative results are shown (left), and the percentage of VCAM1^+^ cells is plotted (right). **F**, **G** The mice were intravenously injected with an equal number of AML-IRF7^−/−^ cells followed by daily administration with or without firategrast. The percentage of peripheral blood AML cells was monitored every 5 days (*n* = 5) (**F**), and the survival of mice is shown in Kaplan–Meier curves (*n* = 10) (**G**). **H** The mice were intravenously injected with an equal number of AML-IRF7^−/−^ cells followed by daily administration of firategrast or not. The mice were sacrificed when PB GFP^+^ cells reached 20%. Representative results of HE-stained brain sections are shown. Scale bars, 100 or 50 μm. Data are presented as mean ± S.E.M. Unpaired Student’s *t* test, one-way ANOVA tests and Kaplan–Meier estimates were used. ***p < 0.001.

Adhesion molecules and chemokine receptors are vital for malignant cells to cross the BBB [26]. Among them, VLA-4 in lymphocytic leukemia cells is a key molecule in this process [27]. However, a dramatic decrease in Integrin α4 and a slight increase in Integrin β1 were detected in AML-IRF7^−/−^ cells (Supplementary Fig. S9B). In contrast, microarray results demonstrated that VCAM1 is critical since its expression was the highest in AML-IRF7^−/−^-c-kit^+^ cells but the lowest in AML-WT-c-kit^-^ cells (Supplementary Fig. S9C). 

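Vcam1 lies on chromosome 3 of GRCm38 from 116109949 to 116129688, and Gm43109 overlaps it on the other strand. Its level was 0.347 ± 0.142 TPM (SD, n = 3) in AML-WT-c-kit-, 9.76 ± 2.66 TPM (SD, n = 3) in AML-WT-c-kit+ and 96.5 ± 17.0 TPM (SD, n = 3) in the libraries labelled AML-IRF7-/--c-kit+. The labelled libraries read 106, 76.9 and 107 TPM, and the AML-WT-c-kit+ libraries 9.20, 7.42 and 12.7 TPM. From AML-WT-c-kit+ to the libraries labelled AML-IRF7-/--c-kit+ the log2 fold change was 3.19 (standard error 0.20, limma adjusted p = 0.000101), or 3.07 relative to the median of all genes. From AML-WT-c-kit- to AML-WT-c-kit+, Vcam1 changed by 2.97 on the log2 scale (limma adjusted p = 8.32e-05), and from AML-WT-c-kit- to the libraries labelled AML-IRF7-/--c-kit+ by 6.17 (standard error 0.16, limma adjusted p = 2.22e-06). A pseudocount of 0.1 raised the change between the WT populations to 4.48. No library of 1 group overlapped another group (exact permutation test for each pair, two-sided, p = 0.1, the smallest that 3 against 3 allow). The place of the libraries labelled AML-IRF7-/--c-kit+ in this order rests on their label, which Irf7 does not bear out and cannot contradict.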

The expression of VCAM1, VEGFA, PECAM1, and ICAM1, which promote leukemia cells to cross the BBB [26, 27], was studied by RT-PCR. The highest expression increase was observed for VCAM1 (Fig. 6D). Flow cytometry results further demonstrated that AML-IRF7^−/−^ cells expressed higher levels of VCAM1 than AML-WT cells (Fig. 6E). It was reported that VCAM1^+^ cells exhibited more stem cell characteristics in neural stem cell populations [29], which implies that stem cells may express high levels of VCAM1. In fact, a positive correlation between LSC level and VCAM1 expression was observed in the datasets GSE92969 and GSE115549 [4, 6]. Notably, VCAM1^+^ cells were only detected in the c-kit^+^ population of AML-WT cells (Supplementary Fig. S9D), while the positive rate and MFI of VCAM1 were higher in the c-kit^high^ population of AML-IRF7^−/−^ cells than in either the c-kit^low^ or the c-kit^-^ population (Supplementary Fig. S9E). Therefore, the LSC levels in AML may be positively correlated with VCAM1 expression. Furthermore, the expression of VLA-4 was reported in endothelial cells [30]. Moreover, RT-PCR results showed that both subunits of VLA-4 were expressed in a brain microvascular endothelial cell line, Bend.3, and confocal microscopy further confirmed the expression of integrin α4 at the protein level (Supplementary Fig. S9F, G). Hence, high levels of VCAM1 in AML cells may contribute to this pathologic process.

Firategrast, an inhibitor of VLA-4, was used to block this axis to further explore the mechanism. Firategrast had no effect on the proliferation, apoptosis, and colony forming potential of AML-IRF7^−/−^ cells (Supplementary Fig. S10A-D). However, PB AML cell levels were lower in mice treated with firategrast beginning on day 10 (Fig. 6F). Furthermore, firategrast treatment prolonged the survival of AML-IRF7^−/−^ mice (Fig. 6G). At the 20% stage, treatment had little effect on the distribution of AML-IRF7^−/−^ cells in the spleen, bone marrow, and liver (Supplementary Fig. S10E). Whereas treatment reduced the degree of CNS infiltration, i.e., Intracerebral invasion (1/5) and submeningeal infiltration (5/5) were detected in the treatment group, while intracerebral invasion (5/5) was detected in the control group (Fig. 6H).

Collectively, the VCAM1-VLA-4 axis is crucial for IRF7 deletion-related intracerebral invasion; blocking this axis delays AML progression and attenuates intracerebral invasion.

## Discussion

Much attention is given to the mechanisms that IRFs modulate tumor immunomicroenvironment [10, 11]. IRF7 has been implicated in tumor progression and microenvironment-related mechanisms have been proposed [16, 31], while opposite intrinsic effects on tumor progression were reported in different tumors [17, 18]. In hematopoiesis, IRF7 promotes the proliferation of HSCs under stress conditions [32]. Downregulation of IRF7 was detected in some AML cases with specific genetic abnormalities from Bloodspot. Nevertheless, the role of IRF7 in leukemia has not been established. In this study, we focused on the intrinsic effects of IRF7 on AML cells showing that knockout of IRF7 exerted multifaceted effects to accelerate disease progression while blocking VCAM1-VLA-4 axis delayed disease progression and attenuated intracerebral invasion. CNSL is widely studied in lymphocytic leukemia [33] but limited in myeloid leukemia [34, 35]. Hence, our study not only contributes to a deep understanding of the pathologic role of IRF7 in AML progression but also provides a potential strategy to control myeloid CNSL.

High proliferative potential and LSC/tumor stem cell (TSC) level are two well-established adverse factors in malignancies. They seem to be mutually exclusive since LSCs/TSCs are considered quiescent cells [36, 37]. However, malignant cells are composed of heterogeneous populations, and some key molecules may participate in the maintenance of LSCs/TSCs and the proliferation of non-LSCs. Therefore, malignancies with both characteristics are not rare [4, 6]. Since these adverse characteristics are always associated with poor prognosis [38, 39], efforts are made to elucidate the mechanisms. I-IFN is a potential candidate mediating the effects since there is a positive feedback between IRF7 and I-IFN [40], and I-IFN has antitumor activity [41]. However, exogenous administration of I-IFN failed to reverse the effects. Since I-IFN is also positively regulated by other IRFs, including IRF1, IRF3, IRF5, and IRF8 [42], loss of IRF7 may have a limited effect on the production of I-IFN. Hence, I-IFN may not mediate the adverse effects caused by IRF7 deficiency. TGIF1, a suppressor of TGF-β signaling [19], is another candidate since we found a positive correlation between IRF7 and TGIF1 in mouse models, human cell lines, and human datasets. In hematopoiesis, loss of TGIF1 promotes the maintenance of normal HSCs [20], and leads to enhanced proliferation, increased LSC frequency, accelerated disease progression in AML [22]. We demonstrated that overexpression of TGIF1 in IRF7^−/−^ AML cells and human AML cells rescued both adverse phenotypes caused by loss of IRF7, suggesting that TGIF1 mediates those effects in AML progression. The direct interaction between IRF7 and TGIF1 has not been elucidated. However, IRF7 can be coimmunoprecipitated with Smad3 [43], which also interact with TGIF1 [19]. Furthermore, the deletion of IRF7 hinders the upregulation of genes in the MAPK pathway [44], which is upstream of TGIF1 phosphorylation [45]. Therefore, although a link between IRF7 and TGIF1 has been observed and the IRF7-TGIF1 axis has been implicated, the molecular mechanism requires further investigation.

CNSL is associated with poor prognosis in both lymphocytic and myeloid leukemia [46, 47]. CNSL-AML cases have higher relapse rate [48]. Intrathecal chemotherapy may cause neurocognitive deficits and secondary malignancies [9]. IRF7^−/−^ AML is a good myeloid CNSL mouse model to explore therapeutic strategies. We found that the VCAM1-VLA-4 axis, specifically VCAM1(AML cells)-VLA-4 (endothelial cells), was crucial in this pathologic process since a dramatic increase of VCAM1 but not VLA-4 was detected in AML-IRF7^−/−^ cells while endothelial cells expressed VLA-4. Notably, the mechanism is different from those reported in the literature, i.e., VLA-4 (leukocytes or lymphoblastic leukemia cells)-VCAM1 (endothelial cells) [26]. Other axis, such as ICAM-1-LFA-1 [27], and molecules, such as PECAM1 [27], CCLs, CXCLs, and MMPs [26], may also contribute to this process. Nevertheless, they are less crucial since low degree increase or no increase was detected in AML-IRF7^−/−^ cells. Importantly, blocking VCAM1-VLA-4 axis attenuated intracerebral invasion and prolonged the survival of AML mice, which might be a potential strategy for the treatment of myeloid CNSL. The mechanism for the upregulation of VCAM1 in AML-IRF7^−/−^ cells has not been established. However, it is interesting that the positive correlation between LSC level and VCAM1 expression was also reported in some AML models [4, 6]. Furthermore, a positive correlation between LSC level and intramedullary infiltration was reported in some AML models [49]. Further work is needed to elucidate the mechanism.

Collectively, we demonstrate that loss of IRF7 in AML cells accelerates disease progression by simultaneously promoting cell proliferation, elevating LSC levels, and causing intracerebral invasion. Downregulation of TGIF1 in AML cells accounts for enhanced proliferation and increased LSC levels. Upregulation of VCAM1 in AML cells accounts for intracerebral invasion. Therefore, IRF7 is an intrinsic suppressive factor in AML progression and blocking VCAM1-VLA-4 axis may be a potential strategy for controlling myeloid CNSL.

## Material and methods

### Cell lines

In knockdown experiments, THP1 and Kasumi-1 cells were infected with pLV-hIRF7sc, pLV-hIRF7sh1, and pLV-hIRF7sh2 lentiviruses. The GFP^+^ cells were sorted 2 days later and designated THP1sc, THP1sh1, THP1sh2, Kasumi-1sc, Kasumi-1sh1, and Kasumi-1sh2.

To explore the effect of TGIF1, THP1sh1 and Kasumi-1sh1 cells were infected with blank or PCDH-EF1α-hTGIF1-mRFP lentivirus. The GFP^+^RFP^+^ cells were sorted 2 days later and named THP1-IRF7sh1-PCDH, THP1-IRF7sh1-TGIF1, Kasumi-1-IRF7sh1-PCDH and Kasumi-1-IRF7sh1-TGIF1.

### Mice

C57BL/6 J, NOD/LtSz-scid IL2rγ^null^ (NSG) and nude mice were provided by the Animal Center of the Institute of Hematology and Blood Diseases Hospital, CAMS & PUMC. IRF7^−/−^ mice (C57BL/6 J background) were constructed by replacing the exon 2 and 3 of Irf7 gene with a PGK-beta-geo cassette [50]. They were obtained from the Institute of Zoology, CAMS & PUMC. 

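In the GENCODE M21 annotation of GRCm38, Irf7 lies on chromosome 7 from 141262706 to 141266481 on the reverse strand, and its principal transcript has 10 exons and 1916 nt. Exon 2 runs from 141265623 to 141266044 and holds the last part of the 5′ UTR and the first 14 nt of the coding sequence. Exon 3, from 141265377 to 141265539, is coding throughout. The replaced exons carry the start codon, 12.9% of the coding sequence and 30.5% of the transcript. The remaining 8 exons are downstream of them or, for exon 1, upstream, and a transcript through them would carry the name Irf7 in a gene-level table. The authors' table gives 1 value per gene, so exons were not analysed here.

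**Figure D3:**
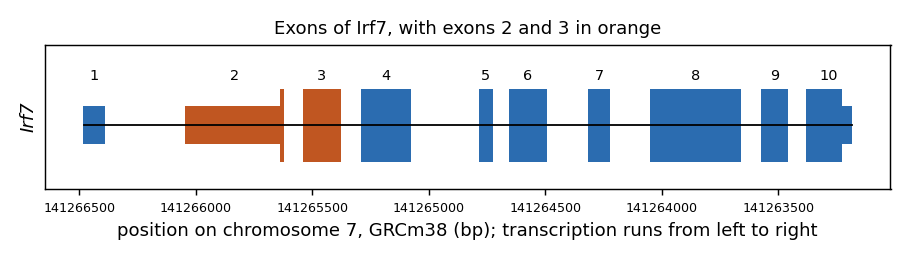
Map of the 10 exons of the principal Irf7 transcript by position on chromosome 7 of GRCm38, drawn in the direction of transcription, with coding parts as taller boxes. Exons 2 and 3, in orange, lie at the 5′ end, and the coding sequence starts within the last 14 nt of exon 2.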

Mice were maintained in specific pathogen-free (SPF)-certified facilities. Seven- to eight-week-old mice were used in all experiments, which were approved by the Animal Care and Use Committee at the institution.

### Mouse AML models

The establishment of the MLL-AF9-induced AML model was previously described [4, 6]. Briefly, c-kit^+^ cells from WT or IRF7^−/−^ mice were infected with MSCV-MLL-AF9-GFP retrovirus before transplantation into mice by intravenous tail injection (Fig. 1A). The cells were AML-WT and AML-IRF7^−/−^ cells, while the mice were AML-WT and AML-IRF7^−/−^ mice.

In the AML model overexpressing IRF7, GFP^+^ AML-WT cells were infected with MSCV-mIRF7-PGK-BFP or MSCV-PGK-BFP retrovirus. GFP^+^BFP^+^ cells were sorted and transplanted into mice. The cells were AML-MSCV and AML-IRF7 cells, while the mice were AML-MSCV and AML-IRF7 mice.

In the AML model overexpressing TGIF1, GFP^+^ AML-IRF7^−/−^ cells were infected with MSCV-PGK-BFP and MSCV-mTGIF1-PGK-BFP. GFP^+^BFP^+^ cells were sorted and transplanted into mice. The cells were AML-IRF7^−/−^-MSCV and AML-IRF7^−/−^-TGIF1 cells, while the mice were AML-IRF7^−/−^-MSCV and AML-IRF7^−/−^-TGIF1 mice.

### Limiting-dilution transplantation

GFP^+^ AML cells were sorted from AML-WT or AML-IRF7^−/−^ mice and transplanted into recipient mice in limiting-dilution series dosages. The survival of the mice was recorded. The frequency of LSCs was calculated in terms of Poisson statistics using extreme limiting dilution analysis (ELDA) software.

### Firategrast treatment

The VLA-4 inhibitor firategrast (MedChemExpress, USA) was used to block the VCAM1-VLA-4 interaction [51]. Mice were transplanted with 1 × 10^5^ AML-IRF7^−/−^ cells on day 0. The mice were administered firategrast (20 mg/kg/day) daily by oral gavage from day 0 to the end of their lives. The PB GFP^+^ cells were monitored on days 5, 10, and 15. The survival of mice was recorded. For pathologic analysis of tissue sections, the mice were sacrificed when PB GFP^+^ cells reached approximately 20%. Standard hematoxylin-eosin (HE) staining was performed.

### Gene expression microarray

The AML-WT-c-kit^-^, AML-WT-c-kit^+^, and AML-IRF7^−/−^-c-kit^+^ cells were sorted by flow cytometry. Microarrays were carried out by Shanghai Majorbio Biopharm Technology (China) following standard protocols. The data are available in the National Center for Biotechnology Information Gene Expression Omnibus database under accession number GSE178560. Data for all genes were subjected to gene set enrichment analyses (GSEAs) to investigate the biological functions or pathways. Standard analyses were also performed on the online Majorbio Cloud Platform. Fold change (FC) ≥ 2.0 and *p* value < 0.05 were used as the cutoff for screening the differentially expressed genes (DEGs). 

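With an unadjusted p in place of the adjusted one and the same threshold on the change, limma gave 1582 genes between the libraries labelled AML-IRF7-/--c-kit+ and AML-WT-c-kit+, 841 higher and 741 lower. The largest adjusted p among the genes that also passed the adjusted threshold was 0.0499.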

The DEGs between AML-IRF7^−/−^-c-kit^+^ and AML-WT-c-kit^+^ cells are shown in a volcano plot.

### Statistical analysis

All experiments were repeated two to three times in accordance with the indicated numbers of mice. The sample size of each experiment is determined based on experience or previously published papers. The investigator was not blinded during experiment or evaluating the result. The SPSS 16.0 software package (SPSS, IL) and GraphPad Prism 5.0 (GraphPad Software, CA) were used. Shapiro-Wilks method was used for distribution test. When parameters followed Gaussian distribution, unpaired Student’s *t* test was used for comparisons between two groups, whereas one-way ANOVA was used for comparisons among multiple groups. Kaplan–Meier estimates were used for survival curves. ELDA was used for the limiting-dilution transplantation experiments. *P* < 0.05 was considered statistically significant. Statistically, we have compared similar variances between the groups as well.

Additional experimental procedures are provided in the Supplementary Experimental Methods.

## Supplementary information

supplemental figure

supplemental materials

# Supplementary material for: Loss of IRF7 accelerates acute myeloid leukemia progression and induces VCAM1-VLA-4 mediated intracerebral invasion
**Source:** Oncogene. 2022 Mar 7;41(16):2303–14. doi: 10.1038/s41388-022-02233-w
**Supplement:** Supplementary file 2 — supplemental materials

Supplemental materials

Antibodies and reagents

Antibodies against mouse CD3 (PerCP-Cy5.5), CD19 (APC), Ki67 (PE), c-kit (PE-Cy7), and human Ki67 (PE-Cy7) were purchased from BD (USA). Rabbit IgG (Pol-y4053) and antibodies against mouse VCAM-1 (PerCP-Cy5.5), Annexin V (APC), CD11b (PerCP-Cy5.5), and GR-1 (PE-Cy7) were purchased from Biolegend (USA). Monoclonal antibodies against GAPDH (17#2118) and integrin α4 (8440T) were purchased from Cell Signaling Technology (USA). Polyclonal antibodies against IRF7 (PRS3941) were purchased from Sigma (USA).

RPMI 1640 and DMEM were purchased from Neuronbc (China). M3434 and H3434 were purchased from Stem Cell Technologies (Canada). Fetal bovine serum (FBS), OPTI-MEM, sodium pyruvate, L-glutamine penicillin/streptomycin, nonessential amino acids (NEAAs), and trypsin were purchased from Gibco (USA). The EcoR I and Xho I restriction endonucleases were obtained from New England BioLabs (UK). The SYBR Green PCR Kit was purchased from TaKaRa Biotech (China). IFNα and IFNβ were purchased from Sino Biological (China).

Cell cultural

Human cell lines HEK293T, THP-1, Kasumi-1 and Bend.3 cells were obtained from cell bank of SKLEH (purchased from ATCC, and maintained by cell bank). The cells were tested for mycoplasma contamination monthly using a mycoplasma detection kit (InvivoGen). Cell lines were validated for authentication using the short tandem repeat method (Beijing Microread Corporation Limited). Cells were cultured in RPMI-1640 (THP1 and Kasumi series) or DMEM (HEK293T and Bend.3) supplemented with 10% fetal bovine serum (FBS). All cells were cultured in a humidified incubator at 37 °C in a 5% CO_2_ atmosphere.

Cell cycle analyses

In Ki67 assays, 3×10^6^ cells were fixed and permeabilized following the protocol of the Cytofix/Cytoperm™ Fixation/Permeabilization Solution Kit (BD). Then, the cells were stained with PE-conjugated anti-Ki67 followed by Hoechst 33342 before flow cytometry analysis.

In BrdU incorporation assays, AML mice were intraperitoneally injected with 200 μl BrdU (10 mg/ml). The mice were sacrificed 16 hours later, and 5×10^6^ BM AML cells were sorted and stained with a Pharmingen TM APC BrdU Flow Kit (BD) following the manufacturer’s protocols.

Cell proliferation assay

The 3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2H- tetrazolium (MTS) assay was carried out as previously described[2]. Briefly, cells were seeded into 96-well plates at a concentration of 5×10^4^ cells/well. At each time point (including the 0 h control), 20 μl MTS was added to each well, and the cells were incubated for another 2 hours. The absorbance at 490 nm was measured by a microplate reader. Cell proliferation at a time point was assessed as the fold change in absorbance at that time point versus time point 0 h.

Cell apoptosis assay

Cell apoptosis was measured by PI/Annexin V staining as previously described. Briefly, the cells were stained with Annexin V-APC in 1× binding buffer for 15 minutes. PI was added to 1× binding buffer before flow cytometry analysis.

Colony forming assay

Cells were suspended in H3434 (THP1 and Kasumi) or M3434 (mouse AML cells) complete medium (Stem Cell Technologies), plated into 24-well plates (500 cells/500 μl/well), and cultured for 9 days following the manufacturer’s instructions. The colonies of mouse AML cells were classified into three types based on the morphology: the type A colonies had a compact center; the type B colonies had a dense center surrounded by a halo of migrating cells; and type C colonies, which consisted of many diffuse differentiating cells. The colonies were counted and scanned by a high-content analysis system (PerkinElmer, UK).

Western blot

Sample preparation and Western blotting were performed following standard protocols. Briefly, cells were sorted and lysed in RIPA lysis buffer (Cell Signaling Technology, USA) containing phenylmethylsulfonyl fluoride. The BCA Protein Assay Kit (Thermo Scientific, USA) was used to measure the protein concentration. The samples were subjected to SDS-PAGE for electrophoresis and transferred to a polyvinylidene difluoride membrane. Rabbit polyclonal antibodies against IRF7 or mouse monoclonal antibody against GAPDH were used as primary antibodies. Goat-anti-rabbit-HRP or goat-anti-mouse-HRP polyclonal antibodies were used as secondary antibodies. The blot was visualized using chemiDoc (General Electric Company, USA). Data were acquired by gray value analysis (ImageJ).

Nude mice xenograft models

Mice were subcutaneously injected with THP1sc or THP1sh1 cells (1.2×10^7^ in 200 μl PBS) on the right dorsal side. The tumors were measured every 2 days when they were palpable after 10 days. The tumor volume was calculated by the equation: volume = length × width × width/2. The mice were sacrificed on day 17, and the tumors were weighed.

NSG mice xenograft models

NSG mice were irradiated at 2 Gy followed by intravenous injection of THP1sc or THP1sh1 cells (3.5×10^6^ in 300 μl PBS). The survival of mice was recorded. For pathologic analysis of brain tissue, the mice were sacrificed on day 25. Standard hematoxylin-eosin (HE) staining was performed.

Ara-C treatment

To study the effect of Ara-C on leukemia cells, AML-WT or AML-IRF7^-/-^ mice were intraperitoneally administered Ara-C for four days at a dosage of 500 mg/kg/day when PB GFP^+^ cells reached approximately 6%. The PB GFP^+^ cells were monitored every 24 hours. In the survival experiments, AML-WT or AML-IRF7^-/-^ mice were administered Ara-C or PBS on days 13, 14 and 15 after the injection of AML cells. The PB GFP^+^ cells were monitored on days 8, 12, 16 and 20. The survival of mice was recorded.

Type I interferon (Ⅰ-IFN) treatment

Mice were transplanted with 1×10^5^ AML-IRF7^-/-^ cells on day 0. On day 15, the mice were administered Ⅰ-IFN (1×10^4^ U/kg IFNα and 2×10^4^ U/kg IFNβ) by [intraperitoneal](javascript:;) [injection](javascript:;) or did not receive I-IFN. The mice were sacrificed on day 16. The proliferation, apoptosis, colony formation and c-kit expression of AML cells were studied.

Correlation between the expressions of IRF7 and TGIF1

The NCBI GEO datasets (GSE10358, GSE12417 and GSE131207) were downloaded (https://www.ncbi.nlm.nih.gov/geo). GSE10358 contains 304 AML cases. GSE12417 includes 242 cytogenetically normal AML patients and is subdivided into three groups due to different sequencing platforms. The biggest group (137 cases) was used for analysis. GSE131207 contains 76 AML patients, 49 T-ALL patients and 15 healthy donors. The expression of TGIF1 between the IRF7^high^ group (containing the top 30%, 20% or 10% cases) and the IRF7^low^ group (containing the bottom 30%, 20% or 10% cases) was compared.

Microarray analysis

Data for all genes were subjected to gene set enrichment analyses (GSEAs) to investigate the biological functions or pathways. 

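GSEA ranks all genes by their difference between 2 groups and asks whether the genes of a set lie nearer 1 end of the ranking than genes drawn at random. Its input is therefore a value for every gene, whether or not the gene passes a threshold, and its score carries a direction. A set can score high through many small changes, so the score does not give the size of the change of any 1 gene.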

Standard analyses were also performed on the online Majorbio Cloud Platform. Fold change (FC) ≥ 2.0 and p value < 0.05 were used as the cutoff for screening the differentially expressed genes (DEGs). 

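Both thresholds apply to 1 gene at a time. A fold change depends on how low values are treated, by a constant added before the logarithm or by a filter, and the number of genes past a fixed fold change moves with it. The text of the results names a false discovery rate, which accounts for the number of genes tested, and the methods name a p value.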

The DEGs between AML-IRF7^-/-^-c-kit^+^ and AML-WT-c-kit^+^ cells are shown in a volcano plot.

Flow cytometry analysis and cell sorting

CantoII ﬂow cytometer and FACS AriaI II (BD Biosciences, USA) were used for FACS analysis and cell sorting, respectively. All experiments were completed following standard protocols. Data analysis was carried out using Diva (BD Biosciences, USA) and Flow JoV_10 (Tree Star, USA) software.

RNA extraction and quantitative reverse-transcription polymerase chain reaction (qRT-PCR)

Total RNA was extracted using TRIzol reagent (Life Technologies, USA) and reverse transcribed using Transcript All-in-one First-Strand cDNA Synthesis SuperMix (TransGen Biotech, China) following the manufacturers’ protocols. qPCR was performed on 0.1-QuantStudio 5 and 0.2-QuantStudio 5 (Thermo Fisher Scientific, USA). The expression level of the target gene was obtained by calculating the RQ value using the ^ΔΔ^Ct method [^ΔΔ^Ct= (Ct_TARGET_−Ct_GAPDH_)_sample_− (Ct_TARGET_−Ct_GAPDH_)_calibrator_].

| Gene | Forward (5’-3’) | Reverse (3’-5’) |
| --- | --- | --- |
| mGAPDH | TGAAGGTCGGTGTGAACGGATT | CTCGCTCCTGGAAGATGGTGAT |
| mIRF7 | GTCACCACACTACACCATCTACCT | TAGACAAGCACAAGCCGAGACT |
| mTGIF1 | GCAAGAGAAGGAGGAGAGGCAAT | GGCGTTGATGAACCAGTTACAGAC |
| mRAB34 | CTGATGCCCTCAAGGAGAACGA | GCTGCCACACGGAAGAAGAATT |
| mCREBL2 | CACTCCGAGAGGAACTGGAAATGTA | GTTGGTGTCAGCGTCTGTCTTC |
| mE2F2 | GCGAGTCGGAGGATGGAGTC | CTTGTTGGCATTATCTTCGGTCAGG |
| mTHBS1 | AAGACTGTGTTGGCGATGTGAC | ACCGATGTTCTCCGTTGTGATTG |
| mDIXDC1 | AGAACAGAACAGATGAGCCAGACT | GTCCTGATTCTCCTCCACACTCT |
| mVCAM1 | GTGCTGCTATTGGCTGTGACTC | GACCTCCACCTGGGTTCTCTTT |
| mVEGFa | CACGACAGAAGGAGAGCAGAAGT | GCTGGCTTTGGTGAGGTTTGAT |
| mICAM1 | CGCAGAGGACCTTAACAGTCTACAA | TCCAGCCGAGGACCATACAG |
| mPECAM1 | TCCTTCACCATCAACAGCATCCATA | ACCATCGCATCGTCCTTATAGAACA |
| mItga4 | CGACTTGAGAGGTGCTGTCTACAT | ACCAACGGCTACATCAACATATCCA |
| mItgb1 | AGGACATTGATGACTGCTGGTTCT | CACAGTTGTCACGGCACTCTTG |
| hGAPDH | GAAGGTGAAGGTCGGAGTC | GAAGATGGTGATGGGATTTC |
| hIRF7 | GAAGAGCCTGGTCCTGGTGAA | GGAAGCACTCGATGTCGTCATAGA |
| hTGIF1 | GAAGAGCCTGGTCCTGGTGAA | GGAAGCACTCGATGTCGTCATAGA |

How the deposited data were processed for this re-analysis (not part of the article)

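Bulk RNA was profiled in 9 libraries of mouse leukemia cells sorted from bone marrow, 3 each of AML-WT-c-kit-, AML-WT-c-kit+ and the libraries labelled AML-IRF7-/--c-kit+. The sample labels give condition and replicate number, and the paper names the same 3 populations. No sample was left out, and each value column of the table was matched to its sample by name. The name of the column for AML-WT-c-kit+ replicate 3 ends in an extra digit and matches no other sample.
The authors deposited 1 table of TPM for 55536 genes, which already includes their alignment, quantification and scaling by gene length and library total. No header names the unit. It was taken as TPM since each library sums to between 987468 and 992231, and since across 9623 genes with 1 annotated transcript the smallest nonzero value fell with transcript length (slope of −0.915 on log10 scales). The authors' aligner, its settings, the genome build and any filter are not stated in the paper's text or the labels. All 55536 gene identifiers are those of GENCODE M21 on GRCm38, which was used for coordinates, GC content and length. TPM depend on the other genes of a library: a few abundant genes that rise in 1 group lower all others there. TPM keep no depth, so no read numbers, counting intervals or detection floors are given, and the precision of each value is known only from the spread of 3 libraries.
The designs were fixed before the data were examined. A test on read counts was planned for the case that counts were given. Since the values are TPM, the test planned for normalized values was used: limma (version 3.58.1 in R 4.3.3; lmFit and eBayes with trend) on log2(TPM + 1), on genes with at least 1 TPM in at least 3 of the 6 libraries compared. Each pair of groups was fitted on its own 6 libraries. Differentially expressed genes had a log2 fold change of at least 1 in size and a Benjamini-Hochberg adjusted p under 0.05, the thresholds of the paper's results. Exact permutation tests of single genes were two-sided on log2(TPM + 1), and with 3 libraries against 3 they cannot go below p = 0.1.
Preranked GSEA used fgsea (version 1.28.0, 10000 permutations, seed 1) on the limma statistic, with Benjamini-Hochberg adjustment over 7 lists: cell cycle, its S phase and G2/M parts, myeloid maturation, interferon-stimulated genes, MLL-AF9 targets, and the Reactome Cell Cycle set that comes with fgsea. Of the 505 Entrez identifiers of that set, 487 matched a gene of the table. The gene sets named in the paper were not used here.
Genes named in the text are taken from those the paper names and from the 5 largest rises and 5 largest falls in the libraries labelled AML-IRF7-/--c-kit+ against AML-WT-c-kit+ among genes past both thresholds, with no overlap between the 3 and 3 libraries and a mean of at least 5 TPM in the higher group. Genes named outside this rule are marked as chosen after their values were seen.
The functions were tested on simulated TPM built from the means and spreads of the real genes. Of 196 changed genes that passed the filter, 87.2% were called in the right direction, and 1 of 12822 unchanged genes was called. All planted changes were larger than the threshold on the change, and the noise was drawn for each gene apart. Far fewer genes were changed than differed in the real libraries. The simulation therefore does not show how genes near the threshold fare. A list of 40 genes was raised by less than that threshold, but by more than the mean change of the real S phase list. It had a normalized enrichment score of 2.55 (permutation adjusted p = 0.000377), and a list of 40 unchanged genes had a permutation adjusted p of 0.929.
Replicate numbers come from the sample labels, and the labels do not say whether equal numbers share a mouse or a sorting day. Alternatives set before the data were examined were no filter on low values, a filter of 5 TPM, a pseudocount of 0.1, quantile normalization between libraries, all 9 libraries in one fit, the replicate number as a block, each library left out, an unadjusted p, a lower mean in place of a test against AML-WT-c-kit-, and for the lists ranking by log2 fold change and camera. Leaving out the myeloid maturation genes and rescaling the others was added after the data were seen. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 read the table and drew the plots.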

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

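Of the tests in this part, those of a mislabelled library, of an interferon response, of a single library with a high interferon signature, of mature granulocytes, of different leukemic clones and of reads shared between Rps4l and Rps4x were chosen only after the results were seen.
Irf7 was higher in the libraries labelled AML-IRF7-/--c-kit+ than in AML-WT-c-kit+, with a log2 fold change of 0.89, although the label says that the gene was knocked out. The paper verified IRF7 expression in its models by qRT-PCR and Western blot (Supplementary Fig. S1A, B), other assays that were not analysed here. A mislabelled library is 1 explanation, and 0 of the 9 libraries correlated best with a library of another condition. That test could have found a single exchanged library and says nothing about an exchange of whole groups. Kit averaged 1.58 TPM in AML-WT-c-kit-, 53.5 TPM in AML-WT-c-kit+ and 80.5 TPM in the labelled libraries, which argues against an exchange with AML-WT-c-kit-. Genes switched in 1 group alone (defined below) numbered 53 in the labelled libraries, 1 in AML-WT-c-kit+ and 18 in AML-WT-c-kit-. This argues against an exchange of the c-kit+ groups if both WT populations share a leukemia, which the paper's text does not state. Another explanation for the level of Irf7 is a transcript of the disrupted gene that rises with an interferon response. The interferon-stimulated genes, which do not include Irf7, rose by a mean log2 fold change of 1.63, so Irf7 may have moved with them. Against AML-WT-c-kit- they did not move together: the list was higher in the libraries labelled AML-IRF7-/--c-kit+ by a mean of 0.75, with 24 of 33 genes higher, and Irf7 was lower, by −1.49. An interferon response alone therefore does not account for the level of Irf7 across the 3 groups. AML-WT-c-kit- also differs in its sort, so this leaves the rise of Irf7 between the c-kit+ groups open. Within the labelled libraries, Irf7 (12.8, 5.97 and 7.95 TPM) followed the order of the list's mean log2(TPM + 1) (5.29, 3.59 and 3.95). In each WT population the orders were not the same, and with 3 libraries per group this was not tested. Whether the transcript in these libraries lacks exons 2 and 3 was not analysed here, and the difference in Irf7 passed an adjusted p of 0.05 only under some of the settings tried.
The interferon-stimulated list had a normalized enrichment score of 1.88 in the libraries labelled AML-IRF7-/--c-kit+, in genes the paper does not report on. Of the 31 genes tested, 22 passed both thresholds upward and 0 downward. With an adjusted p alone 25 were higher and again 0 were lower, and 2 of the 31 had a lower mean. Library 1 of the group was the highest in Isg15, with 104 TPM against 13.7 and 19.6 TPM in the other libraries of the group and 4.89 to 6.37 TPM in AML-WT-c-kit+. Isg15 and Ifit1 are named after their values were seen. Ifit1 had 25.1, 2.70 and 4.43 TPM against 0.16 to 0.26 TPM in AML-WT-c-kit+. If that library alone carried the pattern, the list would lose its enrichment without it, and without it the permutation adjusted p was 0.000279, the smallest over the alternatives, which reached 0.0241. Across splits of the 6 libraries, however, 4 of the 4 that part all same-numbered pairs scored as far from 0, the real split included. Every split but the real split mixes the conditions unequally and keeps part of their difference, so a score by rank can stay high. Whether these genes also vary together from library to library was not tested. With 4 splits no share under 0.05 is possible, so they settle nothing about the score, which ranks the list against the other genes of the same split. Of the list, 22 genes passed both thresholds in the real split, and each of the other 9 splits gave at most 1 gene among all those tested. In those splits a difference between the conditions falls inside the groups as spread, so such low counts are no contrast to the scores. The mean log2(TPM + 1) of the list was 5.29, 3.59 and 3.95 in the libraries labelled AML-IRF7-/--c-kit+ and 2.78, 2.70 and 2.73 in AML-WT-c-kit+. The other 6 splits part only 1 pair, and their scores in size ran from 2.03 to 2.97. A higher interferon response in cells labelled as lacking IRF7 is a hypothesis that these 6 libraries do not settle.
The 40 genes of the myeloid maturation list held 9.48% of the total TPM in AML-WT-c-kit+, 3.38% in AML-WT-c-kit- and 0.737% in the libraries labelled AML-IRF7-/--c-kit+. The paper reports the direction of differentiation genes and not this share. In AML-WT-c-kit+, S100a9 alone had 53539, 26183 and 39286 TPM, against 778, 1206 and 793 TPM in the libraries labelled AML-IRF7-/--c-kit+ and 2979, 3702 and 15307 TPM in AML-WT-c-kit-; S100a9, Camp, Ngp and Mmp8 are named after their values were seen. Mature granulocytes sorted with the AML-WT-c-kit+ cells may raise such transcripts. If they explained why granule genes are higher in AML-WT-c-kit+ than in AML-WT-c-kit-, late granulocyte genes would be higher there too, and 10 such genes changed by a mean log2 fold change of −1.5 from AML-WT-c-kit- to AML-WT-c-kit+. That bears on the excess over AML-WT-c-kit- alone. From AML-WT-c-kit+ to the libraries labelled AML-IRF7-/--c-kit+ the same genes changed by −1.33, with 1 of 10 higher, so some such cells in AML-WT-c-kit+ are not excluded. Mmp8 had 4.02, 2.63 and 7.40 TPM in AML-WT-c-kit+ and 85.1, 54.8 and 84.0 TPM in AML-WT-c-kit-, while Camp and Ngp rose by 3.98 and 2.98 on the log2 scale from AML-WT-c-kit- to AML-WT-c-kit+. Abundant genes shift all others in TPM: with the list left out and the other genes rescaled, the median log2 fold change of all genes between the c-kit+ groups went from 0.12 to −0.0051, so the shift of the median may come from the share of the granule genes.
Xlr rose by 7.18 on the log2 scale in the libraries labelled AML-IRF7-/--c-kit+, from 0.0233 TPM in AML-WT-c-kit+ and 0.07 TPM in AML-WT-c-kit- on average. It is 1 of 53 genes that are switched in these libraries alone, at 5 TPM or more in all 3 and under 1 TPM in the other 6, or the reverse. Of these, 38 are on in the libraries labelled AML-IRF7-/--c-kit+ and 15 are off in them. For AML-WT-c-kit+ alone the number was 1, and for AML-WT-c-kit- alone 18, although the surface sort sets AML-WT-c-kit- apart from the other groups. Mecom and Prdm16, named after their values were seen, are among the genes off in the libraries labelled AML-IRF7-/--c-kit+. Mecom had 14.5, 16.1 and 27.6 TPM in AML-WT-c-kit- and 34.5, 32.9 and 33.6 TPM in AML-WT-c-kit+, and is listed at 0 in all 3 of the libraries labelled AML-IRF7-/--c-kit+. Prdm16 had 8.45 to 9.36 TPM in AML-WT-c-kit-, 8.20 to 9.72 TPM in AML-WT-c-kit+ and a mean of 0.0533 TPM in the libraries labelled AML-IRF7-/--c-kit+. Both WT populations share these states and the labelled libraries do not, so a candidate explanation is that the labelled libraries come from another leukemic clone or cell of origin; the count of 53 genes is also what a genotype effect would give, and the design, with 1 genotype per leukemia, cannot separate them. Strain variants carried with the knockout allele would gather around Irf7. Within 5 Mb of it, 15 of 86 genes tested were differentially expressed (17.4%), against 11.7% elsewhere (Fisher's exact test, two-sided, p = 0.126), which does not set that region apart. Reads shared with Rps4x might explain the rise of Rps4l from 0.08 to 91.0 TPM. A constant share of the Rps4x reads would then appear as Rps4l in AML-WT-c-kit+ too. Rps4x had a mean of 2078 TPM in AML-WT-c-kit+ and 2504 TPM in the libraries labelled AML-IRF7-/--c-kit+, and at the AML-WT-c-kit+ share Rps4l would have had 0.1004 TPM in the libraries labelled AML-IRF7-/--c-kit+. GC content and length do not follow the changes: Spearman's rho with the log2 fold change, across genes, which are not independent replicates, was 0.0419 for GC content and −0.0651 for length, with a value for 99.9% of genes.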

How the results depend on the processing

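The alternatives were set before the data were examined, except the one that leaves out the myeloid maturation genes and rescales the others, which was chosen after the data were seen. The alternatives planned for read counts, DESeq2 and edgeR without TMM, were not run, because the values are TPM. TPM keep no depth, so the depth of the libraries sets no stated limit on any result here.
With the filter of 5 TPM, 1015 genes in place of 1548 passed both thresholds between the libraries labelled AML-IRF7-/--c-kit+ and AML-WT-c-kit+, and 531 in place of 834 were higher; 1011 of the 1015 are among the 1548. The other alternatives kept the counts within 1.5 times the reported ones. The pseudocount of 0.1 gave 1904, of which 1521 are among the 1548. The share of higher genes was 53.9%, between 46.7% and 56.0% over the alternatives that kept all libraries. With 1 library left out it was 60.9% to 62.1% where that library was of AML-WT-c-kit+ and 44.8% to 45.7% where it was labelled AML-IRF7-/--c-kit+; the filter of 3 libraries then leaves out genes present only in the group with 2 libraries.
Across the fits that each left out one library, the number of differentially expressed genes ran from 1242 to 1412 for the libraries labelled AML-IRF7-/--c-kit+ against AML-WT-c-kit+, with 568 to 877 higher and 490 to 737 lower, from 2319 to 2445 against AML-WT-c-kit-, and from 1676 to 1829 between the WT populations. Genes lower than in both WT populations ran from 309 to 458. The log2 fold change of Irf7 ran from 0.62 to 1.12, that of Tgif1 from −1.30 to −0.85, that of Vcam1 from 3.03 to 3.38 between the c-kit+ groups and from 2.91 to 3.06 between the WT populations. Normalized enrichment scores ran from 1.52 to 2.01 for the cell cycle list, 1.90 to 2.34 for S phase, 0.57 to 1.19 for G2/M, −2.77 to −2.39 for myeloid maturation, 1.59 to 2.13 for the interferon-stimulated list, −0.93 to 1.06 for MLL-AF9 targets and 1.43 to 1.90 for Reactome Cell Cycle.
Irf7 kept its direction under every alternative and lost its adjusted p under 0.05 in 7 of 13. These were no filter on low values (log2 fold change 0.89, adjusted p = 0.0789 from limma), quantile normalization (0.81, limma adjusted p = 0.0546), the rescaling without myeloid maturation genes (0.78, limma adjusted p = 0.058) and 4 of the fits without 1 library, among an adjusted p that ran from 0.0141 to 0.0943. Ranking by log2 fold change took the cell cycle list to 1.37 (permutation adjusted p = 0.0612) and Reactome Cell Cycle to 1.05 (permutation adjusted p = 0.416). The MLL-AF9 target list, which passed no threshold under any setting, changed sign in 3: −0.89 by log2 fold change, −0.80 with the rescaling and −0.93 without replicate 2 of the libraries labelled AML-IRF7-/--c-kit+. The cause was not tested for any of these. Tgif1, both Vcam1 changes, S phase, myeloid maturation and the interferon-stimulated list kept their direction and an adjusted p under 0.05 in all alternatives run, camera included, and G2/M did not pass in any. The log2 fold change of Tgif1 fell short of the threshold of 1 in size without replicate 2 of AML-WT-c-kit+ (−0.85).
Of the other named genes, 41 changes were followed through 488 alternative values, and 449 kept direction and side of the adjusted p threshold, 26 lost an adjusted p under 0.05, 8 gained one and 5 changed sign. The 5 are Itga4 with the rescaling (−0.0095) and Mki67 with quantile normalization (−0.0811), with the rescaling (−0.12), without replicate 2 of AML-WT-c-kit+ (−0.11) and without replicate 2 of the libraries labelled AML-IRF7-/--c-kit+ (−0.09). With each library left out, Mki67 ran from −0.11 to 0.0995.
Same-numbered libraries of different groups hardly deviated together on average. The mean correlation of their deviations from the group means was 0.07 between the c-kit+ groups and 0.07 between the WT populations. It was 0.06 between the libraries labelled AML-IRF7-/--c-kit+ and AML-WT-c-kit-. Single pairs ran from −0.0712 to 0.2372 between the WT populations, and from 0.0187 to 0.0968 in the other comparisons. With the replicate block, 1549 genes differed between the c-kit+ groups (828 higher, 721 lower), 452 were lower than in both WT populations, 2749 differed against AML-WT-c-kit- and 1950 between the WT populations, and 1528 of the 1549 are among the 1548.
For each count of differentially expressed genes, 1 of the 4 splits of the 6 libraries that part all 3 same-numbered pairs gave as many genes, the real one itself: 1548, 834 and 714 between the c-kit+ groups, 445 lower than in both WT populations, 2738 against AML-WT-c-kit- and 1916 between the WT populations. The other 3 of these splits gave at most 1 gene. With 4 splits the share cannot fall under 0.05. The 6 further splits part only 1 pair and gave at most 2 genes. For the lists, the splits among these 4 with a score as far from 0 were counted, the real split included each time. There were 4 for the cell cycle list, 2 for S phase, 4 for G2/M and 2 for myeloid maturation. The interferon-stimulated list had 4, MLL-AF9 targets 2 and Reactome Cell Cycle 3. In the 6 splits that part 1 pair, the largest scores in size were 3.25, 2.64, 3.04, 2.99, 2.97, 1.39 and 2.46 in the same order. Every split but the real split mixes the conditions unequally and so keeps part of their difference. A score by rank can then stay high. Single genes fail the thresholds there, since the rest of the difference falls inside the groups as spread. These splits therefore cannot tell whether the enrichment p reflects the conditions or variation between libraries. The size of the changes has to be read beside that p.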

Differences from the paper's values

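The paper reports 2739 differentially expressed genes between AML-IRF7-/--c-kit+ and AML-WT-c-kit+, and 1548 were found here in the libraries labelled AML-IRF7-/--c-kit+ against AML-WT-c-kit+. With a pseudocount of 0.1 the number was 1904, within 1.5 times the paper's; none of the other alternatives set before the data were examined closed the gap. Upward, the paper gives 1337 genes and 834 were found. With a pseudocount of 0.1 it was 1066, within 1.5 times the paper's, and under no other of those alternatives was it. Downward, the paper gives 1402 and 714 were found, and no alternative set before the data were examined closed that gap; the nearest was 838 with a pseudocount of 0.1. The 2738 genes found between the libraries labelled AML-IRF7-/--c-kit+ and AML-WT-c-kit- come near the paper's total, but 1135 of them were higher and 1603 lower, and the paper states its total for the other comparison.
For genes lower in AML-IRF7-/--c-kit+ than in both WT populations, the paper gives 137 and 445 were found. None of the alternatives set before the data were examined came within 1.5 times, from 298 genes with the filter of 5 TPM to 637 with a lower mean than AML-WT-c-kit- in place of the test.
The paper states that the genes it selected were lower in AML-IRF7-/--c-kit+ than in both WT populations, and Fig. 4B, by qRT-PCR, draws DIXDC1 and RAB34 lower in AML-IRF7-/--c-kit+ than in AML-WT-c-kit+. In the libraries, Dixdc1 was higher in those labelled AML-IRF7-/--c-kit+, with log2 fold changes of 1.72 against AML-WT-c-kit+ and 1.87 against AML-WT-c-kit-, and Rab34 was higher by 1.05 and 1.06. Crebl2 (−0.91) and E2f2 (just short of −1) were lower than in AML-WT-c-kit+ without reaching the threshold on the change. Crebl2 passed it with a pseudocount of 0.1 (−1.16) and with the rescaling without myeloid maturation genes (−1.03), which was chosen after the data were seen. E2f2 passed it with a pseudocount of 0.1 (−1.06), quantile normalization (−1.07), that rescaling (−1.13), without replicate 2 of AML-WT-c-kit+ (−1.18) and without replicate 2 of the libraries labelled AML-IRF7-/--c-kit+ (−1.06). The paper's selection drew on sets whose genes were enriched in AML-IRF7-/--c-kit+, and those sets were not used here. Of 512 cell cycle genes in the lists that took their place, 3 were lower there than in both WT populations. Tgif1 and Thbs1 were lower than in both and are not among these 3, so that count does not bear on the paper's own.
The paper describes a loss of IRF7 in AML-IRF7-/--c-kit+, and Irf7 was higher in the libraries labelled AML-IRF7-/--c-kit+ than in AML-WT-c-kit+, by 0.89 on the log2 scale. That value is for the whole gene, so it cannot show whether the replaced exons are missing.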

Other observations

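Of the tests in this part, those of RNA from macrophages, endothelial cells and stromal cells were chosen only after the result was seen.
Vcam1 rose by 3.19 on the log2 scale from AML-WT-c-kit+ to the libraries labelled AML-IRF7-/--c-kit+, and its source was weighed with lists of marker genes. RNA from macrophages would raise the macrophage list, whose 15 genes changed by a mean of −0.19. The 8 of them that passed the filter also had a mean of −0.19. Of these, 2 were higher, Adgre1 by 0.95 and Cd163 by 0.47, and the others were lower. RNA from endothelial cells would raise the endothelial list, whose 11 genes changed by −0.0741. Only 4 of these passed the filter, with a mean of −0.17, and among them Plvap rose by 0.76 while Flt1 changed by −1.16; Cdh5, Kdr, Emcn, Esam and Tek stayed under 0.25 TPM in all 6 libraries. The 12 genes of the stromal list changed by 0.32 on average and the 3 of them that passed the filter, Cxcl12, Lepr and Pdgfrb, by 1.51, so the list does not settle the question. In the libraries labelled AML-IRF7-/--c-kit+, Cxcl12 had only 1.20 to 1.60 TPM, Col1a1 0.25 to 0.32 TPM and Col3a1 0.04 to 0.43 TPM, low beside Vcam1. Lepr had 43.6 to 58.4 TPM in AML-WT-c-kit- as well. Pdgfrb, however, goes with a stromal source. It had 0.68, 1.46 and 1.57 TPM in AML-WT-c-kit+ and 12.1, 15.9 and 12.7 TPM in the labelled libraries. Its log2 fold change was 2.72 (limma adjusted p = 0.000166). The marker genes in this paragraph were named after their values were seen. With the myeloid maturation genes left out and the other genes rescaled, the change of Vcam1 was 3.07, so the share taken by granule genes in AML-WT-c-kit+ explains little of it. By flow cytometry, an assay not analysed here, the paper found more VCAM1 on AML-IRF7-/- than on AML-WT cells (Fig. 6E). From these libraries alone, that leukemia cells themselves carry more Vcam1 RNA remains a hypothesis.
The paper reports a strong fall of integrin α4 and a slight rise of integrin β1 in AML-IRF7-/- cells (Supplementary Fig. S9B). It measured VCAM1, VEGFA, PECAM1 and ICAM1 by RT-PCR (Fig. 6D). Its text does not say whether the cells of these measurements were sorted by c-kit. In the c-kit+ libraries Itga4 had 49.6 ± 5.57 TPM (SD, n = 3) in AML-WT-c-kit+ and 54.0 ± 4.01 TPM (SD, n = 3) in the libraries labelled AML-IRF7-/--c-kit+. That difference was within the spread (exact permutation test, two-sided, p = 0.3), and Itgb1 changed by 0.48. Against AML-WT-c-kit-, Itga4 changed by −0.76 (limma adjusted p = 0.000311) and Itgb1 by 0.13. Unsorted AML-WT cells hold both WT populations, so neither contrast alone is that of unsorted cells. Pecam1 and Icam1 were higher in the libraries labelled AML-IRF7-/--c-kit+, by 1.21 and 1.13, and did not differ from AML-WT-c-kit- by as much (0.14 and 0.09). Vegfa changed by −0.46 between the c-kit+ groups and by 2.81 from AML-WT-c-kit- to the labelled libraries. Gapdh, the reference of the paper's qRT-PCR, had 2844 ± 217 TPM (SD, n = 3) in AML-WT-c-kit+ and 3804 ± 280 TPM (SD, n = 3) in the libraries labelled AML-IRF7-/--c-kit+. Its log2 fold change was 0.42 (limma adjusted p = 0.0116). It lost an adjusted p under 0.05 in 4 of 13 alternatives, and quantile normalization gave 0.23 (limma adjusted p = 0.161). Mki67 was 142 ± 21.6 TPM (SD, n = 3) and 144 ± 20.4 TPM (SD, n = 3) in the same groups, and its sign changed between settings.
Other members of the IRF family moved in both directions. From AML-WT-c-kit+ to the libraries labelled AML-IRF7-/--c-kit+, Irf8 changed by −1.59 (limma adjusted p = 0.007, n = 3 per group) and Irf5 by −1.20 (limma adjusted p = 0.0271, n = 3 per group). Irf5 lost its adjusted p under 0.05 in 6 of 13 alternatives, 5 of them with a library left out, over a range from 0.000895 to 0.083. Both genes were higher still in AML-WT-c-kit-, with 507 and 240 TPM on average. Irf9 changed by 0.91 and Irf1 by 0.33, and these lost an adjusted p under 0.05 in 5 and 9 of 13 alternatives (limma adjusted p from 0.0105 to 0.0829 for Irf9 and from 0.0142 to 0.207 for Irf1). Irf4 had 9.84 TPM in AML-WT-c-kit-, 0.883 TPM in AML-WT-c-kit+ and 0.0933 TPM in the libraries labelled AML-IRF7-/--c-kit+ on average. Ly6g fell by 3.93 on the log2 scale between the c-kit+ groups and Itgam by 0.99.
Within the MLL-AF9 target list, whose mean log2 fold change was 0.04, genes moved far in opposite directions. Mef2c and Eya1 changed by −3.07 and −2.72 from AML-WT-c-kit+ to the libraries labelled AML-IRF7-/--c-kit+, and Pbx3 by 2.91, while Hoxa9 and Meis1 rose by 0.37 and 0.58. These genes were named after their values were seen. Mef2c read 11.2, 42.4 and 5.64 TPM in the 3 labelled libraries, so library 2 stood apart from the others, and with 3 libraries this was not tested.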
